# Angiogenic and molecular diversity determine hepatic melanoma metastasis and response to anti-angiogenic treatment

**DOI:** 10.1186/s12967-022-03255-4

**Published:** 2022-02-02

**Authors:** Sebastian A. Wohlfeil, Verena Häfele, Bianca Dietsch, Céline Weller, Carsten Sticht, Anna Sophia Jauch, Manuel Winkler, Christian David Schmid, Anna Lena Irkens, Ana Olsavszky, Kai Schledzewski, Philipp-Sebastian Reiners-Koch, Sergij Goerdt, Cyrill Géraud

**Keywords:** Cutaneous melanoma, Melanoma metastasis, Liver metastasis, Tumor heterogeneity, Anti-angiogenesis, Sorafenib

## Abstract

**Background:**

Cutaneous melanoma exhibits heterogeneous metastatic patterns and prognosis. In this regard, liver metastasis, which is detected in ~ 10–20% of stage 4 patients, came to the fore of melanoma research, as it recently evolved as decisive indicator of treatment resistance to immune checkpoint inhibition.

**Methods:**

Hepatic metastases were induced by intrasplenic injection of five different murine melanoma cell lines. The efficiencies of hepatic colonization, morphologic patterns, gene expression profiles and degree of vascularization were analyzed and Sorafenib was applied as anti-angiogenic treatment.

**Results:**

WT31 melanoma showed the highest efficiency of hepatic colonization, while intermediate efficiencies were observed for B16F10 and RET, and low efficiencies for D4M and HCmel12. RNAseq-based gene expression profiles of high and intermediate metastatic melanomas in comparison to low metastatic melanomas indicated that this efficiency predominantly associates with gene clusters involved in cell migration and angiogenesis. Indeed, heterogeneous vascularization patterns were found in the five models. Although the degree of vascularization of WT31 and B16F10 metastases differed, both showed a strong response to Sorafenib with a successful abrogation of the vascularization.

**Conclusion:**

Our data indicate that molecular heterogeneity of melanomas can be associated with phenotypic and prognostic features of hepatic metastasis paving the way for organ-specific anti-angiogenic therapeutic approaches.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12967-022-03255-4.

## Background

Cutaneous melanoma (CM) is a phenotypic and molecular heterogeneous disease arising from melanocytes of the skin and preferentially spreads to the skin, lymph nodes, lung, liver and brain [1]. In recent years, the treatment of metastatic CM has been revolutionized by immune checkpoint inhibition (ICI) and targeted therapies (BRAF/ MEK inhibitors (BRAFi/MEKi)). Meanwhile, a median survival of 60 months is achieved by combined ICI [2]. And even for BRAF-mutated melanoma treated with combined BRAFi/MEKi durable treatment responses are seen in subpopulations with favorable prognostic factors such as normal or low LDH and low volume of disease [3]. Despite this huge progress in melanoma therapy, liver metastasis of CM is well documented as predictor of poor response to ICI [4] or targeted therapy of BRAF-mutated melanoma [5]. Therefore, it is important to develop novel treatment options for melanoma patients with advanced disease suffering from liver metastases.

Recent studies have provided insight into mechanisms of global therapy resistance mediated by hepatic metastasis. In murine models of colorectal carcinoma (CRC) and melanoma, subcapsular injection of MC38 CRC or B16F10 melanoma cell lines into the liver abolished the response of corresponding subcutaneous tumors to ICI. The authors tie this to infiltration of regulatory T-cells into the subcutaneous tumors which in turn recruit CD11b^+^ monocytes [6]. Most recently, these findings were extended by the fact that liver metastases of CRC and melanoma recruit tumor-specific CD8^+^ T-cells from the periphery, which underwent apoptosis, and, as consequence, induced systemic immunosuppression and reduced response to ICI [7].

Current clinical research focuses on sequential and combined treatment approaches of ICI and targeted therapies [8]. Moreover, additional compounds targeting components of the tumor microenvironment such as macrophages, fibroblasts or blood vessels are tested in preclinical studies to improve therapeutic options for melanoma patients suffering from liver metastasis.

In general, liver metastases most commonly arise from CRC, pancreatic, lung or mammary carcinoma. Regarding CRC or pancreatic cancer, the liver is the first organ in line of the vascular tree and therefore could be considered as sieve for disseminating tumor cells. In contrast, this does not apply for lung or mammary carcinoma, uveal melanoma (UM) or CM. Paget postulated that both tumor-intrinsic factors (“seeds”) as well as the microenvironment of the target organ (“soil”) need to be taken into account to understand organotropic metastasis [9]. UM is therefore often seen as paragon of this hypothesis, as it shows a remarkable proclivity for liver colonization as in nearly 90% of metastatic patients hepatic lesions are detected [10].

Research has often focused on phenotypic characteristics of liver metastasis in these tumor entities. Morphologic characterization identified pushing, replacement and desmoplastic histological growth patterns (HGPs) of breast cancer, colorectal, UM and CM liver metastases [11–13]. In CM almost 55% of liver metastases are pure desmoplastic and associated with an improved prognosis as compared to any replacement HGP. The pushing HGP occurs in around 12% of cases and leads to rapid mortality [13]. Interestingly, the desmoplastic HGP of CRC correlates with an increased response to anti-angiogenic therapy and strong immune cell infiltration [14, 15].

In regard to tumor cell-intrinsic mechanisms regulating organotropic liver metastasis epithelial-to-mesenchymal transition controlled by miR-200c and the PKCζ/ADAR2 axis is a decisive step to hepatic metastasis of CRC [16]. Moreover, SMAD3 mutations in CRC liver metastasis are associated with the poorest prognosis [16–18]. In breast cancer, human epidermal growth factor receptor 2 (HER2)-enriched subtypes significantly correlate with increased hepatic metastasis [19, 20]. At the molecular level reduced BMP-SMAD1/5 signaling is related to decreased distant metastasis free and decreased overall survival of patients [21]. This pathway controls breast cancer metastasis in an organ-specific manner as pharmacological inhibition by tacrolimus with or without addition of a MEK inhibitor reduces metastasis to liver and bone while lung and brain metastasis are not affected. In UM, loss of the tumor suppressor BRCA1-associated protein 1 (BAP1) is the key event to metastasis and correlates with disease outcome [22, 23].

In CM, mutations of both NRAS and BRAF correlate with brain and liver metastasis [24]. However, this correlation is weak as NRAS or BRAF mutations are found in approximately 80% of melanomas and cannot be used as reliable clinical predictor of hepatic metastasis. So far, no mutational drivers of organ-specific hepatic metastasis have been described for CM. However, a liver passaged B16 melanoma subline shows increased expression of integrin alpha2 and enhanced liver but not lung metastasis [25]. Besides, tumor-intrinsic MSX1 expression regulating neural crest-like reprogramming is associated with preferential metastasis to the liver. Yet it is not known whether this also occurs in an immunocompetent setting as this study was performed in immunodeficient mice only [26].

Tumor intrinsic features associated with hepatic colonization of CM have not been characterized in detail. Therefore, this study comparatively analyzed five genetically different murine melanoma cell lines, reflecting the genetic heterogeneity of melanomas, and their molecular and phenotypic features underlying the different efficiencies of liver metastasis formation in mice.

## Methods

### Animals

For in vivo experiments female C57Bl/6 wildtype mice were purchased by Janvier. For metastasis experiments mice were age-matched and were used at least at 10 weeks of age. All animals were hosted in single ventilated cages (Sealsafe plus DGM™, Techniplast, Italy; Bedding H0234-20, Ssniff, Germany) in a 12 h/12 h day/night cycle under Specific-pathogen-free conditions and fed ad libitum with a standard rodent diet (ssniff®R/M-H autoclavable, V1534-000, Ssniff, Germany).

### Cell lines

All used melanoma cell lines were from murine origin. The melanoma cell line B16F10 *luc2* was purchased from Perkin Elmer (MA, USA). RET1 melanoma cells were generated from metallothionein-I (MT)/*RET* transgenic mice [27] and kindly provided by V. Umansky (German Cancer Research Center (DKFZ), Heidelberg, Germany). The transformed melanoma cell line WT31 was derived from *Tyr*∷*Nras*^*Q61K/*°^*; INK4a*^*−/−*^ mice [28] and was a generous gift from O. Sansom (Beatson Institute for Cancer Research, Scotland). HCmel12 melanoma cells were established from a primary melanoma in HGF-CDK4(R24C) mice [29] and kindly provided by T. Tüting (University of Magdeburg, Germany). The Dartmouth murine mutant malignant melanoma (D4M) is derived from Tyr::CreER;Braf^CA^;Pten^lox/lox^ mice [30] and was generously provided by C. E. Brinckerhoff (Geisel School of Medicine at Dartmouth, NH, USA). For cell authentication STR sequencing was performed (Eurofins, Ebersberg, Germany) and confirmed unique profiles of all used cell lines. Besides, cells were distinguished by pigmentation status, morphology or bioluminescence. All cell lines were regularly tested mycoplasma-free by PCR. B16F10 *luc2*, WT31 and RET cells were maintained in RPMI 1640 media (Thermo Fisher Scientific, MA, USA) with 10% (v/v) fetal calf serum (FCS) and 100 U/ml penicillin/streptomycin at 37 °C, 5% CO_2_. HCmel12 cells were cultured in RPMI with 10% (v/v) FCS, Hepes, ß-Mercaptoethanol, 1% L-glutamine, 100 U/ml penicillin/streptomycin, 1% Natrium Pyruvate and 1% NEAA. D4M cells were maintained in Advanced DMEM/F-12 (Thermo Fisher Scientific, MA, USA) with 5% (v/v) FCS, 100 U/ml penicillin/streptomycin and glutamine. For in vivo experiments always the same passage of corresponding cell lines was used. After thawing they were not passaged more than three times and maximum culture time prior to in vivo experiments was one week.

### Liver colonization assays

Spleen injection of melanoma cells was performed as described previously [31]. Corresponding cell numbers of B16F10 *luc2*, RET, D4M or HCmel12 ranged from 0.5 × 10^5^ to 3.0 × 10^5^, please refer to individual Figure legends. Regarding WT31 melanoma cells, 0.1 × 10^5^ or 0.3 × 10^5^ were used for spleen injection. For i.v. injection, 1.25 × 10^6^ to 2.5 × 10^6^ WT31 cells were injected. The animals were sacrificed at indicated time points, at least at day 21. Organs were removed and analyzed for melanoma colonization.

### Application of Sorafenib

Mice were injected with 0.3 × 10^5^ WT31 melanoma cells intrasplenically. From day 1 to 18 mice received daily i.p. injections of Sorafenib (Sigma-Aldrich, MS, USA) (60 mg/kg KG, diluted in 12.5% Cremophor (Sigma-Aldrich, MS, USA), 12.5% ethanol, and 75% sterile saline) or vehicle/solvent control (12.5% Cremophor, 12.5% ethanol, and 75% sterile saline). At day 19 mice were sacrificed and metastases were quantified.

### Liver dissection, cryopreservation, and paraffin embedding

Mice were sacrificed by cervical dislocation. Livers were fixed in 4% PFA at 4 °C for 24 h, followed by paraffin embedding according to standard protocols. As well, livers were embedded in OCT (Sakura Finetek Europe B.V. KvK, Netherlands).

### Immunohistochemistry and immunoflurescence

Deparaffinization and rehydration of paraffin sections (1–5 µm) was performed according to standard protocols. Antigen retrieval was carried out with epitope retrieval solution (Zytomed Systems, Germany) at either pH 6, pH 8 or pH 9. Cryosections (8 µm) were fixed with 4% PFA or re-hydrated in PBS when PFA perfused, pre-fixed livers were cut. First antibody was incubated over night at 4 °C, secondary antibody was applied for 1 h at room temperature after three washing steps with PBS. Sections were mounted with Dako fluorescent mounting medium (Dako, Agilent technologies, USA). Staining of paraffin sections was performed as previously described [32]. For hematoxylin & eosin (H&E), periodic acid-Schiff (PAS), Prussian blue and Sirius red staining, formalin-fixed, paraffin-embedded samples were processed according to standard protocols provided by the manufacturer.

### Image acquisition and processing

Pictures of routine histology stainings were acquired by Nikon Eclipse Ni-E (Nikon Instruments Europe BV, Amsterdam, Netherlands) using a 10x/0.45 plan apochromat objective. During acquisition data were not compressed. Pictures were processed in NIS-Elements (Nikon Instruments Europe BV, Amsterdam, Netherlands).

### Confocal microscopy

Analysis of fluorescent-labelled sections was performed with a TCS SP5 DS laser scanning spectral confocal microscope (Leica Microsystems, Germany). For excitation wavelengths were set to 488, 543 and 633 nm. To visualize Alexa Fluor 488, Cy3 and Alexa Fluor 647 conjugates the emission maxima were detected at 518, 570 and 673 nm. Three representative areas per samples were chosen and images were acquired in a sequential mode. Processing of images was performed by Leica confocal software (Leica Microsystems, Germany) and ImageJ software (NIH, USA). In detail, color thresholds were set in relation to the whole image (= fluorescent area). Endothelial marker expression was quantified using Image J. First, the metastatic area was marked manually and auto thresholding was applied. Then the lower threshold was adjusted to represent the positive signal. Afterwards, the areas positive for marker expression inside and outside the metastatic area were calculated and measured as area fraction. Last, the percentage of a certain marker expression was set in relation to the total intratumoral vessel area.

### Antibodies

Primary antibodies: Rabbit anti-cleaved Caspase 3 (9661S, Cell Signaling Technology, USA), rabbit anti-Ki-67 (ab16667, Abcam, UK), rat anti-CD31 (DM3614P, Dianova, Germany), goat anti-CD32b (AF1460, R&D Systems, USA), rabbit anti-Stabilin-2 peptide 15 antibody [33], goat anti-Lyve1 (AF2125, R&D Systems, USA), rat anti-Endomucin (14–5851-82, Thermo Fisher Scientific, USA), rabbit anti-TRP-2 (ab74073, Abcam, UK), goat anti-Lama4 (AF3837, R&D Systems, USA), rabbit anti-Desmin (ab15200, Abcam, UK), rabbit anti-Fibronectin (ab23750, Abcam, UK), rabbit anti-Collagen I (R1038, Acris Antibodies, Germany), rabbit anti-Collagen III (R1040, Acris Antibodies, Germany), rabbit anti-Collagen IV (NB120-6586, Novus Biologicals, Germany). Secondary antibodies: Alexa-Fluor 488, Alexa-Fluor 647 and Cy3-conjugated secondary antibodies were purchased from Dianova (Germany).

### RNA isolation and RNA sequencing

Total RNA from sub-confluent (50%), cultured melanoma cells was extracted with innuPREP RNA Mini Kit (845-KS-2080250, Analytik Jena, Germany), then treated with TURBO DNA-free Kit (AM1907, Invitrogen, USA). Samples were prepared and RNA concentration and quality were measured by a NanoPhotometer NP80 (Implen, Munich, Germany) and a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). The library preparation and the sequencing with an Illumina HiSeq 4000 sequencing system (Illumina, CA, USA) were then performed by BGI (Hongkong, China). The raw and normalized gene expression profiling data have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE185539.

### RNA sequencing data analysis

Most of the procedure was done with R and Bioconductor using the NGS analysis package systempipeR [34]. The quality control of raw sequencing reads was performed using FastQC (Babraham Bioinformatics, UK). Low-quality reads were removed using trim_galore (version 0.6.4). The resulting reads were aligned to mouse genome version GRCm38.p6 from GeneCode and counted using kallisto version 0.46.1 [35]. The count data was transformed to *log2*-counts per million (logCPM) using the voom-function from the limma package [36]. Differential expression analysis was performed using the limma package in R. A false positive rate of α = 0.05 with FDR correction was taken as the level of significance. Volcano plots and heatmaps were created using ggplot2 package (version 2.2.1) and the complexHeatmap (version 2.0.0) [37]. Pathway analyses were made with fgsea package [38] and the enrichmentbrowser package [39] in R using the pathway information from KEGG database (URL: https://www.genome.jp/kegg/pathway.html). The GSEA was made with R.

### qPCR

We performed reverse transcription with Maxima Reverse Transcriptase (EP0752, Thermo Fisher Scientific) and Oligo(dT)18 primers (SO131, Thermo Fisher Scientific) according to the manufacturer’s instructions. innuMIX qPCR SyGreen Sensitive (845-AS-1310200, Analytik Jena, Jena, Germany) was used on a qTOWER 3 G touch thermal cycler (Analytik Jena) for quantitative PCR (qPCR) of cDNA. qPCR primers were designed with NCBIs PrimerBLAST (https://www.ncbi.nlm.nih.gov/tools/primer-blast/). For mRNA specificity, qPCR primers were designed to span an exon-exon junction where possible. Primers were tested with no template controls, original RNA, and melt curve analysis. Primer sequences are listed in Additional file 2: Table S4. qPCR output files were analyzed in qPCRsoft 4.0.8.0 (Analytik Jena) and normalized expressions (ddCt algorithm) were calculated using the reference genes Gak and Srp72.

### Statistical analysis

All statistical analyses and graphical displays were performed with GraphPad Prism7 (Graph Pad, USA) and mean ± SEM is presented. For statistical analysis, an unpaired, two-tailed *t*-test was applied if data met the criteria of normality. Otherwise, Mann–Whitney (U) test was used. For grouped analysis, a Dunn’s multiple comparisons test was applied when data were not distributed normally. For analysis of qPCRs a one-way ANOVA was performed followed by a correction for multiple comparisons by a Tukey test. Differences between data sets with P < 0.05 were considered statistically significant.

## Results

Since CM differ in underlying driver mutations as well as their clinical and morphologic features, five murine melanoma cell lines with heterogenous driver mutations were selected (Table 1) to evaluate their ability to colonize the liver. These cell lines showed a highly variable efficiency of liver metastasis after intrasplenic injection (Fig. 1A–C; Additional file 1: Figure S1A; Additional file 2: Table S1, S2A,B). WT31 melanoma reliably led to development of hepatic metastases and high numbers of metastatic nodules even at low cell concentrations. In comparison, B16F10 *luc2* and RET showed a medium colonization efficacy and lower numbers of liver metastases. D4M and HCmel12 melanoma cells formed liver metastases at the highest cell concentrations injected indicating the lowest efficiency of hepatic colonization. Macroscopically, most of the tested melanoma cell lines developed black or grey round tumor nodules, except for D4M, which formed white, pinpoint-like lesions. In cell culture, cell pellets of WT31 melanoma were the most pigmented ones (Additional file 1: Figure S1B). Due to the strong and reliable liver colonization efficiency of WT31 melanoma after spleen injection, WT31 cells were also injected intravenously (Fig. 1D; Additional file 1: Figure S1A; Additional file 2: Table S3A, B). Interestingly, WT31 cells not only managed to colonize the liver even after intravenous (i.v.) injection, but metastases were also detected in the lungs, the brain, the bones, the kidneys and the spleen (Table 2; Additional file 1: Figure S1C).

**Table 1:** Driver mutations of melanoma cell lines used

Cell line	Driver mutation
B16F10	Multiple mutations, 563 in expressed genes, including *Pten*, *Trp53*. None in *Braf*, *c-Kit*, *Kras* or *Nras* [60]
RET1	Overexpression of human *RET* proto-oncogene driven by the mouse metallothionein1 (MT) promotor [27, 43]
WT31	*Tyr∷Nras*^*Q61K/°*^*; INK4a*^*−/−*^ [28]
HCmel12	HGF-CDK4(R24C) [29]
D4M	Tyr::CreER;Braf^CA^;Pten^lox/lox^ (30)

**Fig. 1:**
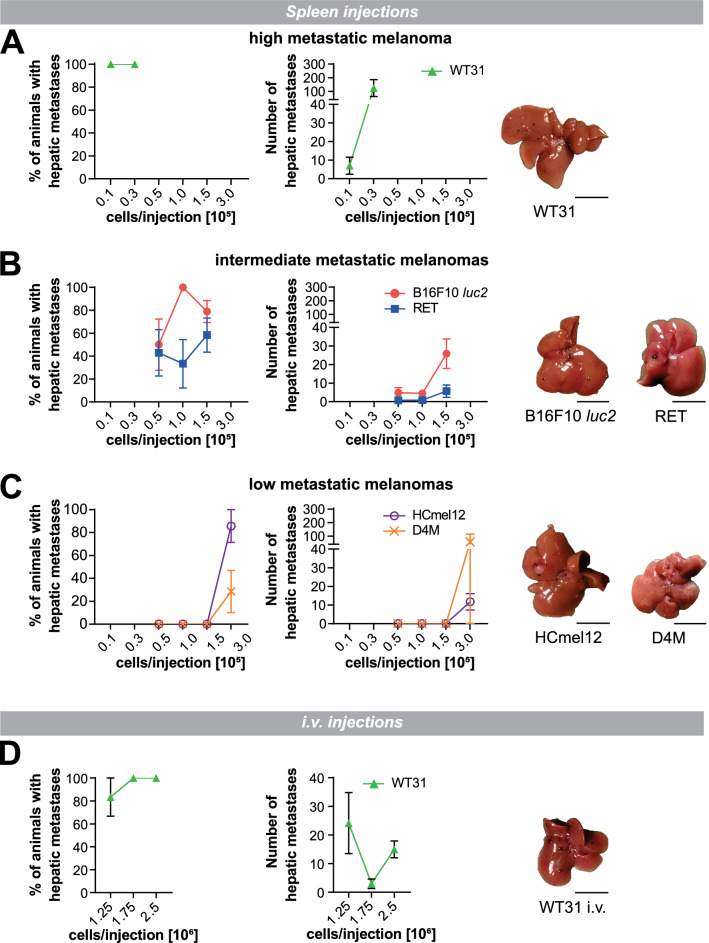
Melanoma cell lines differ in liver colonization efficiency and in the number of hepatic metastases. **A**–**C** WT31 (high metastatic), B16F10 *luc2*, RET (intermediate metastatic), D4M and HCmel12 (low metastatic) melanoma cells were injected intrasplenically at indicated cell numbers (0.1, 0.3 or 0.5, 1.0, 1.5 × 10^5^ cells). Only D4M and HCmel12 were injected with 3.0 × 10^5^ cells. Mice were sacrificed at day 14 (WT31, B16F10, RET, D4M, HCmel12) or at day 21 (RET, D4M, HCmel12). A pooled analysis of day 14 and day 21 is presented. Macroscopic visible liver metastases were counted. The percentage of mice with hepatic metastases (efficiency of hepatic colonization) and the number of macroscopic liver metastases are displayed. Representative images of colonized livers are shown. Scale bars = 1 cm. For detailed statistical analysis refer to Additional file 2: Table S1 and S2. **D.** WT31 melanoma cells were injected intravenously at indicated cell numbers (1.25, 1.75, 2.5 × 10^6^). Mice were sacrificed at day 19. Macroscopic visible liver metastases were quantified. The percentage of mice with hepatic metastases (efficiency of hepatic colonization) and the number of macroscopic liver metastases are shown. A representative image of a liver with WT31 melanoma metastases is presented. Scale bar = 1 cm. For detailed analysis refer to Additional file 2: Table S3

**Table 2:** Extrahepatic metastasis of WT31 melanoma after intravenous injection of 2.5 × 10^6^ cells

Organ	Number of animals with metastases (percentage)
Lungs	7/7 (100%)
Kidneys	6/7 (85.7%)
Bones	2/7 (28.6%)
Adipose tissue	1/7 (14.3%)
Spleen	1/7 (14.3%)
Ovary	1/7 (14.3%)

Histomorphologically, all melanoma metastases showed a pushing type HGP with no desmoplastic rim (Fig. 2A). Sirius Red and PAS stainings did neither reveal relevant fibrosis nor alterations of glycogen deposition (Additional file 1: Figure S2A, B). Histological measurements revealed that D4M formed the smallest metastases (0.06 mm^2^ ± 0.01) and WT31 the largest (1.92 mm^2^ ± 0.9) (Fig. 2B). The percentage of necrotic metastases strongly differed between the cell lines as D4M and WT31 showed the fewest necrotic cores (D4M: 6.7% ± 6.7; WT31: 18.2% ± 12.2), while B16F10 *luc2*, RET and HCmel12 presented significantly more necrotic areas (B16F10 *luc2*: 86.7% ± 9.1; RET: 85.7% ± 14.3; HCmel12: 66.7% ± 14.2) (Fig. 2B). Among the latter three, B16F10 *luc2* (16.1% ± 2.2) showed the largest necrotic areas as compared to RET (5.7% ± 1.6) and HCmel12 (6.1% ± 1.7) (Fig. 2B). Therefore, apoptosis and proliferation were assessed by cleaved Caspase3 (cCasp3) and Ki-67 staining. Here, the metastases formed by B16F10 *luc2* (9.2% ± 2.7) and HCmel12 (7.6% ± 3.6) revealed the most cCasp3-positive cells at the metastatic center (Fig. 2C, E). Besides, the highest proliferative index was found in RET melanoma metastases (76.7% ± 4.4) (Fig. 2D, E). Furthermore, tumor cell density was the highest in hepatic lesions of D4M (7493 cells per mm^2^ ± 147.5) indicating a smaller cell size (Fig. 2E).

**Fig. 2:**
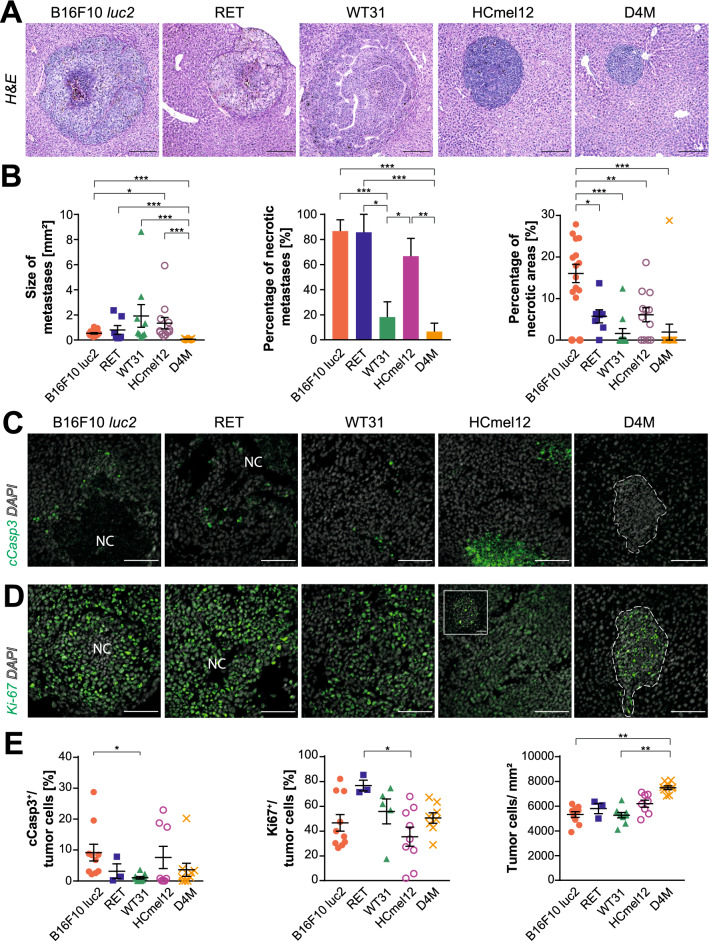
Melanoma liver metastases share a pushing type histopathological growth pattern, but differ in metastatic size, the number of necrosis and proliferation rate. **A.** Images of H&E stainings of hepatic metastases of B16F10 *luc2*, RET, WT31, HCmel12 and D4M melanoma. Scale bars = 200 µm, n = 5. **B.** The size of liver metastases was measured and area in mm^2^ is presented. A Dunn’s test was applied (p = 0.0338 for B16F10 vs. HCmel12; p < 0.0001 for B16F10 vs. D4M; p = 0.0004 for RET vs. D4M; p < 0.0001 for WT31 vs. D4M; p < 0.0001 for HCmel12 vs. D4M). Second, H&E stainings of liver metastases were analyzed for necrosis. The percentages of necrotic metastases in comparison to total number of metastases analyzed are presented. A Dunn’s test was applied (p = 0.0009 for B16F10 vs. WT31; p < 0.0001 for B16F10 vs. D4M; p = 0.0128 for RET vs. WT31; p = 0.0006 for RET vs. D4M; p = 0.0361 for WT31 vs. HCmel12; p = 0.0027 for HCmel12 vs. D4M). Third, the percentage of necrotic areas in comparison to total size of the metastases was quantified. A Dunn’s test was applied (p = 0.0107 for B16F10 vs. RET; p < 0.0001 for B16F10 vs. WT31; p = 0.0026 for B16F10 vs. HCmel12; p < 0.0001 for B16F10 vs. D4M). Number of animals analyzed = 5 (B16F10 *luc2*), 3 (RET), 5 (WT31), 6 (HCmel12), 4 (D4M). Number of metastases analyzed = 15 (B16F10 *luc2*), 7 (RET), 11 (WT31), 12 (HCmel12), 15 (D4M). **C.** Immunofluorescence stainings for cleaved Caspase3 (cCasp3) and DAPI. Representative images of the center of metastases are shown. Necrotic cores (NC) are marked. Scale bar = 100 µm, n = 5. Number of animals analyzed = 3 (B16F10 *luc2*), 3 (RET), 4 (WT31), 4 (HCmel12), 4 (D4M). Number of metastases analyzed = 10 (B16F10 *luc2*), 3 (RET), 9 (WT31), 8 (HCmel12), 9 (D4M). **D.** Immunofluorescence stainings for Ki-67 and DAPI. Representative images of the center of metastases are shown. Necrotic cores (NC) are marked. Scale bar = 100 µm, n = 5. Insert shows a representative picture of a smaller metastasis of HCmel12 melanoma. Scale bar = 100 µm. Number of animals analyzed = 3 (B16F10 *luc2*), 3 (RET), 3 (WT31), 4 (HCmel12), 5 (D4M). Number of metastases analyzed = 10 (B16F10 *luc2*), 3 (RET), 5 (WT31), 9 (HCmel12), 8 (D4M). **E.** The Percentages of cCasp3^+^ and DAPI^+^ (p = 0,0225 for B16F10 vs. WT31) or Ki-67^+^ and DAPI^+^ (p = 0,0360 for RET vs. HCmel12) as compared to total DAPI^+^ melanoma cells are shown. Dunn’s tests were performed. Besides, the number of DAPI^+^ tumor cells related to tumor area is presented (p = 0.0007 for B16F10 vs. D4M; p = 0.0002 for WT31 vs. D4M). A Dunn’s test was applied. Number of animals analyzed = 3 (B16F10 *luc2*), 3 (RET), 4 (WT31), 4 (HCmel12), 4 (D4M). Number of metastases analyzed = 10 (B16F10 *luc2*), 3 (RET), 9 (WT31), 8 (HCmel12), 9 (D4M). Data information: *P < 0.05, **P < 0.01, *** P < 0.0001, n.s. = not significant.

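RNA was extracted from 25 cultures at a confluency of 50%, with 5 biological replicates each of D4M, HCmel12, RET, WT31 and B16F10 luc2, all of them murine melanoma lines. The authors removed low-quality reads with trim_galore (version 0.6.4), assigned the remaining reads to GRCm38.p6 with kallisto (version 0.46.1) and deposited estimated counts per gene for every library, without normalization. Kallisto divides a read that matches several transcripts among them, and between 24.5% and 26.6% of the values of a library were not whole numbers. The authors also deposited TPM values, which are scaled by transcript length to a total of 1000000 per library. The TPM values of D4M replicate 1 were not used here. The counts covered 55385 genes, listed by Ensembl identifier with its version. A symbol was found for 55144 of them when the version was ignored, and 54487 were matched with their version. Between 24199083 and 25843286 counts were assigned to genes per library. The median total was 24843836 counts for WT31, 24347174 for B16F10 luc2, 24521435 for RET, 25128782 for D4M and 24448337 for HCmel12. The 10 most abundant genes of a library took on average between 6.43% (WT31) and 7.41% (B16F10 luc2) of its counts, so that no line was dominated by a few genes. A count of 3 was taken as the smallest amount that the depth can show. It corresponded to between 0.11 and 0.14 CPM (counts per 1000000 counts of the library) and covers counting error only, since reads without molecular identifiers are not independent molecules. Genes with too few counts for a test were removed with edgeR's filterByExpr with the cell line as the group, which left 15247 genes. Counts were scaled with edgeR's TMM factors, whose mean was lowest for D4M (0.90) and highest for WT31 (1.05), and transformed to log2 CPM. The correlation of log2 CPM was at least 0.9837 between replicates of one line and at most 0.9578 between libraries of different lines. For all 25 libraries the most correlated library was of the same line. The labels name no sequencing batch or date. WT31, B16F10 luc2 and RET were grown in the same medium, while D4M and HCmel12 each had a medium of their own, so that differences from D4M or HCmel12 cannot be told apart from differences in medium.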

To gain molecular and mechanistic insights into the pathways and processes influencing hepatic metastatic efficiency, all melanomas were analyzed by RNA-seq of cultured cells at the same confluency as used for in vivo experiments. High and intermediate metastatic melanoma cell lines (WT31, B16F10 *luc2* and RET) (HIM-melanoma) were therefore compared to the ones with low metastatic efficiency (D4M or HCmel12) (LM-melanoma). To select for commonly regulated genes and pathways, only significant genes with the same direction of regulation were considered among HIM-melanoma. 

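A linear model with one mean per cell line was fitted to the log2 CPM of all 25 libraries with voom weights and limma's moderated test, and each line of HIM-melanoma was compared with each line of LM-melanoma (n = 5 libraries per line). A gene was called significant when its Benjamini-Hochberg adjusted p-value was under 0.05, with no limit on the fold change. In relation to D4M, 11605 genes were significant in WT31 (5723 higher and 5882 lower), 11854 in B16F10 luc2 (5922 higher and 5932 lower) and 11757 in RET (5911 higher and 5846 lower). In relation to HCmel12, 10732 genes were significant in WT31 (5504 higher and 5228 lower), 10543 in B16F10 luc2 (5384 higher and 5159 lower) and 10253 in RET (5177 higher and 5076 lower). Each comparison thus called between 67.2% and 77.7% of the tested genes. Lines of the same group differed in similar numbers of genes. WT31 differed from B16F10 luc2 in 11105 genes and from RET in 11164 genes, and D4M differed from HCmel12 in 11054 genes. The smallest number, 7845 genes, was found between B16F10 luc2 and RET. The alternative that lowered the counts most was an absolute log2 fold change of at least 1, under which the comparisons of HIM- with LM-melanoma called between 4049 genes (RET against HCmel12) and 6069 genes (B16F10 luc2 against D4M).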

First, uniformly regulated significant genes of HIM-melanoma were compared in relation to D4M identifying a gene set of 6386 regulated significant genes (Fig. 3A). 

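In the deposited counts, 6699 genes were significant with the same sign in WT31, B16F10 luc2 and RET when D4M was the reference. Of these, 3086 genes were higher and 3613 were lower in HIM-melanoma. This balance depended on the scaling, since 46.1% of the set was higher with TMM factors but 60% with library size only. A further 1741 genes were significant with one sign in B16F10 luc2 and RET but not in WT31, 743 in WT31 and B16F10 luc2 but not in RET, and 676 in WT31 and RET but not in B16F10 luc2. Significance in a single line was found for 1057 genes in WT31, 504 in B16F10 luc2 and 509 in RET. Another 2540 genes were higher than D4M in one line of HIM-melanoma and lower in another, including 1649 that were significant in all 3 comparisons, and 778 genes were significant in none. With each of the 25 libraries left out in turn, between 6575 and 6910 genes were uniformly regulated in relation to D4M. With the limit on the fold change, the set held 3222 genes.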

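With HCmel12 in place of D4M, 4241 genes were significant with the same sign in WT31, B16F10 luc2 and RET, 1956 of them higher and 2285 lower in HIM-melanoma. The genes shared with one sign by a pair of lines numbered 1757 for B16F10 luc2 and RET, 967 for WT31 and B16F10 luc2 and 796 for WT31 and RET. WT31 alone differed from HCmel12 in 1431 genes, B16F10 luc2 alone in 736 and RET alone in 622. Significant differences of both signs among the lines were found for 3439 genes, 2098 of which were significant in each of the 3 lines, and 1258 genes were significant in no line. Leaving out single libraries gave between 4079 and 4340 uniformly regulated genes in relation to HCmel12.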

Second, the same process was repeated with HCmel12 melanoma as reference identifying 4249 uniformly regulated significant genes (Fig. 3A). 

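The set of genes uniformly regulated in relation to D4M and the set in relation to HCmel12 had 2475 genes in common, compared with 1863 for independent sets of these sizes. For 1972 of these genes the direction was the same against both references. Of the 1972 genes, 996 were higher and 976 were lower in WT31, B16F10 luc2 and RET than in D4M and HCmel12. They made up 29.4% of the D4M set and 46.5% of the HCmel12 set. The direction was opposite for the other 503 genes, of which 264 were higher than in D4M and lower than in HCmel12 and 239 were lower than in D4M and higher than in HCmel12. A difference of at least 2-fold in each of the 6 comparisons was found for 630 of the commonly regulated genes (31.9%). Each of these counts treats the 5 cultures of a line as replicates, so that they describe differences between these 5 lines. When the line means were taken as the units (n = 3 against n = 2 lines), which was the alternative that moved the count most, 0 genes had an adjusted p-value under 0.05 in limma's test, and 1210 of 15247 genes had an unadjusted p-value under 0.05. With single libraries left out, between 1888 and 2055 genes were commonly regulated.

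**Figure D1:**
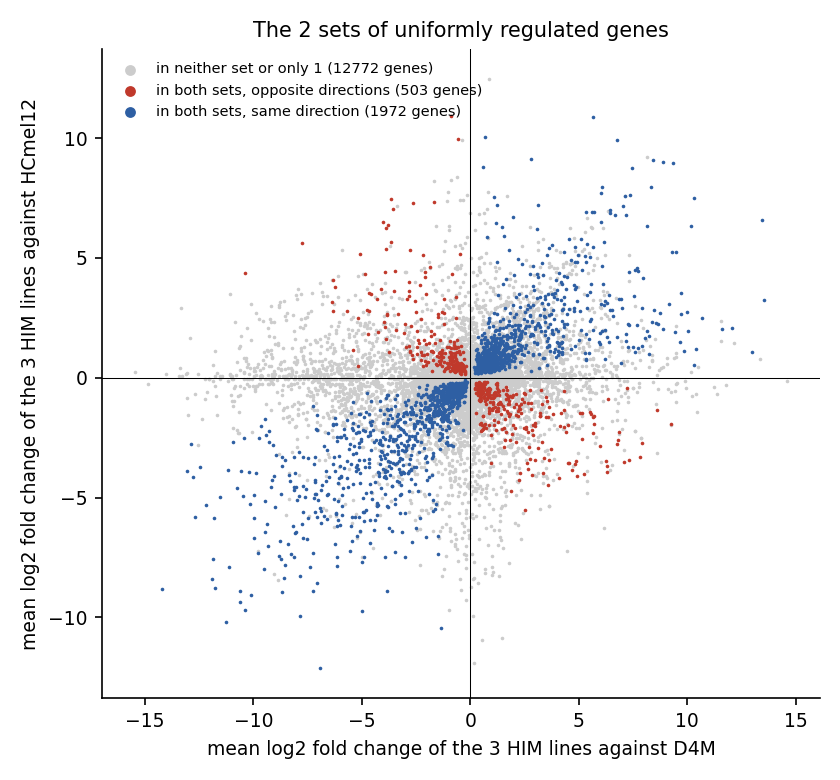
Mean log2 fold change of WT31, B16F10 luc2 and RET against D4M (x axis) and against HCmel12 (y axis), with 1 point per tested gene. The 1972 genes that were uniformly regulated in the same direction against both references are blue, the 503 genes with opposite directions are red and the remaining genes are grey.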

Last, these two gene sets were then matched to identify 1995 commonly regulated significant genes of HIM-melanoma in comparison to LM-melanoma (Fig. 3B). 

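Genes of 7 processes were listed in advance from general knowledge, and the lists are not the gene ontology or HALLMARK sets. Members counted alike whether they promote or inhibit a process, so that the direction of a list is not the direction of the process. Each list was tested for over-representation among the commonly regulated genes with a one-sided Fisher's exact test. The background was the 15247 tested genes, of which 12.9% were commonly regulated, and p-values were adjusted over the 7 lists. In the cell migration list, 51 of 243 tested genes (21%) were commonly regulated, with an odds ratio of 1.81 (exact p = 0.00028, adjusted p = 0.002). Of these 51 genes, 41 were lower and 10 were higher in HIM- than in LM-melanoma. In the angiogenesis list, 33 of 195 tested genes (16.9%) were commonly regulated, with an odds ratio of 1.38 (exact p = 0.063, adjusted p = 0.14), and 28 of them were lower and 5 were higher in HIM-melanoma. The 2 lists share 74 tested genes. The highest odds ratios were obtained with a background of all genes in the files, an alternative chosen after seeing the data, with 4.95 for angiogenesis and 6.86 for cell migration. Among the alternatives set in advance, the angiogenesis list passed with calls from DESeq2 (odds ratio 1.54, adjusted p = 0.044) and with an absolute log2 fold change of at least 1 (2.71). The list also passed with all detected genes tested (2.99), although these 34969 genes include many too low to be called. In cameraPR's test of the mean moderated t-statistic over the 6 comparisons, it passed with an adjusted p of 1.6e-08. Calls from TPM gave 1.5 for the cell migration list (adjusted p = 0.06). When only genes higher in HIM-melanoma were counted, the odds ratios were the lowest, with 0.373 for angiogenesis and 0.61 for cell migration. Only genes lower in HIM-melanoma gave 2.49 (adjusted p = 0.00017) and 3.05 (adjusted p = 7e-08). The 3 commonly regulated members with the largest mean difference were the same in both lists, namely Thbs2, Cav1 and Hgf. Cav1 (ENSMUSG00000007655.16, GRCm38 chromosome 6 from 17306335 to 17341452), which encodes caveolin 1, had 777 ± 166 CPM in D4M and 325 ± 86.7 CPM in HCmel12 (mean ± SD, n = 5), compared with 4.06 ± 0.83 in RET, 1.53 ± 0.328 in B16F10 luc2 and no counts in WT31. Hgf (ENSMUSG00000028864.7, chromosome 5 from 16553495 to 16620152), which encodes hepatocyte growth factor, had 94.8 ± 14.2 CPM in HCmel12 and 2.63 ± 0.872 CPM in D4M, and at most 1 count in any library of the other lines. Of its 31-base sequences, 6.31% also occur in transcripts of another gene. The paper lists HGF-CDK4(R24C) as the driver mutation of HCmel12. The level of Hgf in HCmel12 therefore cannot be told apart from this alteration of the line.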

Subsequent pathway analyses of gene ontology biological processes (GOBP) (Fig. 3C) revealed significant regulation of processes involved in cell migration or angiogenesis. Moreover, gene enrichment analysis of HALLMARK pathways (Fig. 3D) demonstrated significant involvement of epithelial mesenchymal transition, oxidative phosphorylation or TNF-α signaling among others. 

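In the list of genes of the epithelial mesenchymal transition compiled for these data, 29 of 178 tested genes (16.3%) were commonly regulated, with an odds ratio of 1.31 (adjusted p = 0.16). The list of oxidative phosphorylation genes held 10 commonly regulated genes among 103 (9.71%), with an odds ratio of 0.722 (adjusted p = 0.89), and 9 of the 10 were higher in HIM-melanoma. For TNF-α signaling, 28 of 165 genes (17%) were commonly regulated, with an odds ratio of 1.38 (one-sided Fisher's exact test, p = 0.079). For hypoxia the count was 10 of 106 genes (9.43%, odds ratio 0.7), and for interferon it was 16 of 82 (19.5%, odds ratio 1.64), 15 of them lower in HIM-melanoma. The cell migration list was therefore the only one of the 7 with an adjusted p-value under 0.05 in this test. All 7 passed in cameraPR's test of the mean t-statistic, with oxidative phosphorylation higher and the others lower in HIM-melanoma. That mean pools the comparisons with D4M and with HCmel12, so that a list can pass through its differences from D4M alone. The odds ratio of oxidative phosphorylation changed direction with TPM (1.72), with all detected genes tested (1.08) and with only genes higher in HIM-melanoma (1.37), and that of hypoxia did so with all detected genes tested (1.52) and with only genes lower in HIM-melanoma (1.36). With a background of all genes, chosen after seeing the data, both were also above 1 (2.92 and 2.64). This background and the set of all detected genes both include many genes too low to be called. Spp1, which had the second largest mean difference among the commonly regulated genes of the epithelial mesenchymal transition list, had 18200 ± 1180 CPM in D4M, 43 ± 12.2 CPM in HCmel12 and at most 7.62 ± 6.38 CPM (RET) in HIM-melanoma. Of its 31-base sequences, 14.3% occur in another gene. In the TNF-α signaling list, Fosl1 had 226 ± 32.4 CPM in D4M but 0.22 ± 0.16 CPM in HCmel12, where no library exceeded 11.8 counts, and at most 2 counts per library in HIM-melanoma. Transcripts of Ccdc85b contain 54.5% of its 31-base sequences, so that its counts depend on how kallisto divided shared reads. In the oxidative phosphorylation list, Atp5e had the largest mean difference. Its log2 fold change was between 0.23 (B16F10 luc2 against HCmel12, adjusted p = 0.045) and 1.14 (WT31 against D4M, adjusted p = 3.4e-10).

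**Figure D2:**
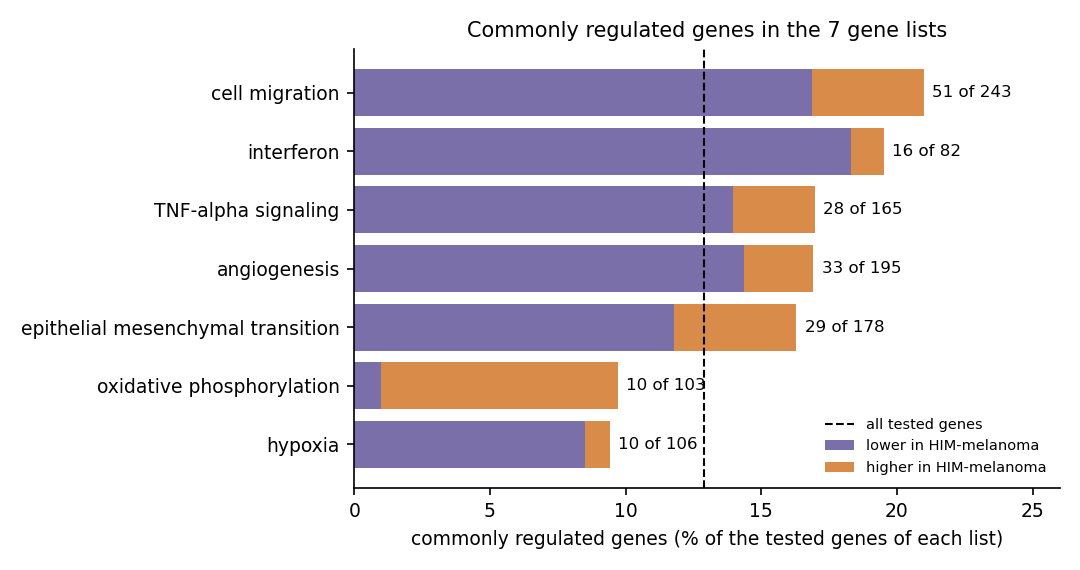
Percentage of the tested genes of each of the 7 lists that were commonly regulated, divided into genes lower and genes higher in HIM-melanoma, with counts beside the bars. The dashed line marks the 12.9% of all tested genes, and the bars of oxidative phosphorylation (9.71%) and hypoxia (9.43%) end below it.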

The ten genes with the strongest up- and downregulation of this gene set were validated by qPCR (Fig. 3E; Additional file 1: Figure S3A, Additional file 2: Table S5). 

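In the RNA-seq counts all 10 of these genes were significant with one sign in all 6 comparisons of HIM- with LM-melanoma. Means are given in CPM ± SD (n = 5 libraries per line). Tyr (ENSMUSG00000004651.6, GRCm38 chromosome 7 from 87424771 to 87493512), which encodes tyrosinase, had 3980 ± 403 CPM in WT31, 1130 ± 90.5 in B16F10 luc2, 219 ± 27.3 in RET, 12.5 ± 9.88 in HCmel12 and 0.205 ± 0.343 in D4M. Its weakest difference was that between RET and HCmel12, with a log2 fold change of 4.38 (standard error 0.23, adjusted p = 5.5e-15). HCmel12 replicate 4 had 30.1 CPM, while the other 4 HCmel12 libraries had at most 9.13 CPM, and D4M replicate 1 held most of the Tyr counts of D4M. Kazn (ENSMUSG00000040606.13, chromosome 4 from 142102390 to 142239401) had 40.7 ± 11 CPM in WT31, 31.2 ± 5.57 in B16F10 luc2 and 8.12 ± 1.1 in RET. It was at least 333-fold higher in WT31 and at least 66.5-fold higher in RET than in HCmel12, where no library had more than 2 counts, and D4M had a mean of 0.0276 CPM. St6galnac3 (ENSMUSG00000052544.9, chromosome 3 from 153198266 to 153725174) had no counts in D4M or HCmel12 and was at least 55.7-fold (RET against D4M) to 114-fold (B16F10 luc2 against HCmel12) higher in HIM-melanoma. RET replicate 4 was lower than the other RET libraries, with 149 counts where those predicted 202. Glrb, a subunit of the glycine receptor (chromosome 3 from 80843599 to 80913660), had between 181 ± 9.36 CPM (RET) and 344 ± 41.9 CPM (WT31) in HIM-melanoma, 5.03 ± 0.932 CPM in D4M and 0.15 ± 0.131 CPM in HCmel12. Unc5c (chromosome 3 from 141465216 to 141834924), a netrin receptor, had 74.6 ± 4.49 CPM in WT31, 103 ± 5.18 CPM in B16F10 luc2 and its highest values in RET, compared with 0.605 ± 0.382 CPM in HCmel12 and 0.191 ± 0.357 CPM in D4M, where 18 counts came from replicate 1. Without D4M replicate 1, the log2 fold change of RET against D4M was 11.46 in place of 10.63 for Unc5c, 8.51 in place of 7.95 for Kazn and 12.05 in place of 11.27 for Tyr. The other 5 genes were higher in LM-melanoma. Thbs2 (ENSMUSG00000023885.9, chromosome 17 from 14665500 to 14694235), which encodes thrombospondin 2, had 797 ± 38.6 CPM in D4M and 19.3 ± 5.03 CPM in HCmel12. These values were at least 6850-fold and at least 166-fold higher than in WT31, where it was not detected. Tfap2b (chromosome 1 from 19208914 to 19238576) had 265 ± 22.3 CPM in D4M, 130 ± 29.2 CPM in HCmel12 and at most 0.12 ± 0.0769 CPM (RET) in HIM-melanoma. Tenm3 (chromosome 8 from 48227682 to 48843951) had 471 ± 53.4 CPM in D4M and 42 ± 6.62 CPM in HCmel12. It was nearly absent from B16F10 luc2 and RET, with at most 1 count per library, but had 3.82 ± 0.646 CPM in WT31, so that its weakest log2 fold change was -3.45 (WT31 against HCmel12, adjusted p = 2e-16). Stambpl1 (chromosome 19 from 34192229 to 34240333) had 39.1 ± 2.56 CPM in D4M and 24 ± 1.48 CPM in HCmel12, at least 193-fold more than in any line of HIM-melanoma. Ly6e (chromosome 15 from 74955051 to 74959905) had 161 ± 19.9 CPM in D4M, 20.2 ± 2.28 CPM in HCmel12 and at most 4 counts in any library of HIM-melanoma. Between 0% and 3.82% of the 31-base sequences of these genes occur in other genes. The genes used to normalize the qPCR varied less between lines. Gak had mean values between 79.6 CPM (B16F10 luc2) and 111 CPM (WT31), and Srp72 between 167 CPM (WT31) and 238 CPM (D4M).

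**Figure D3:**
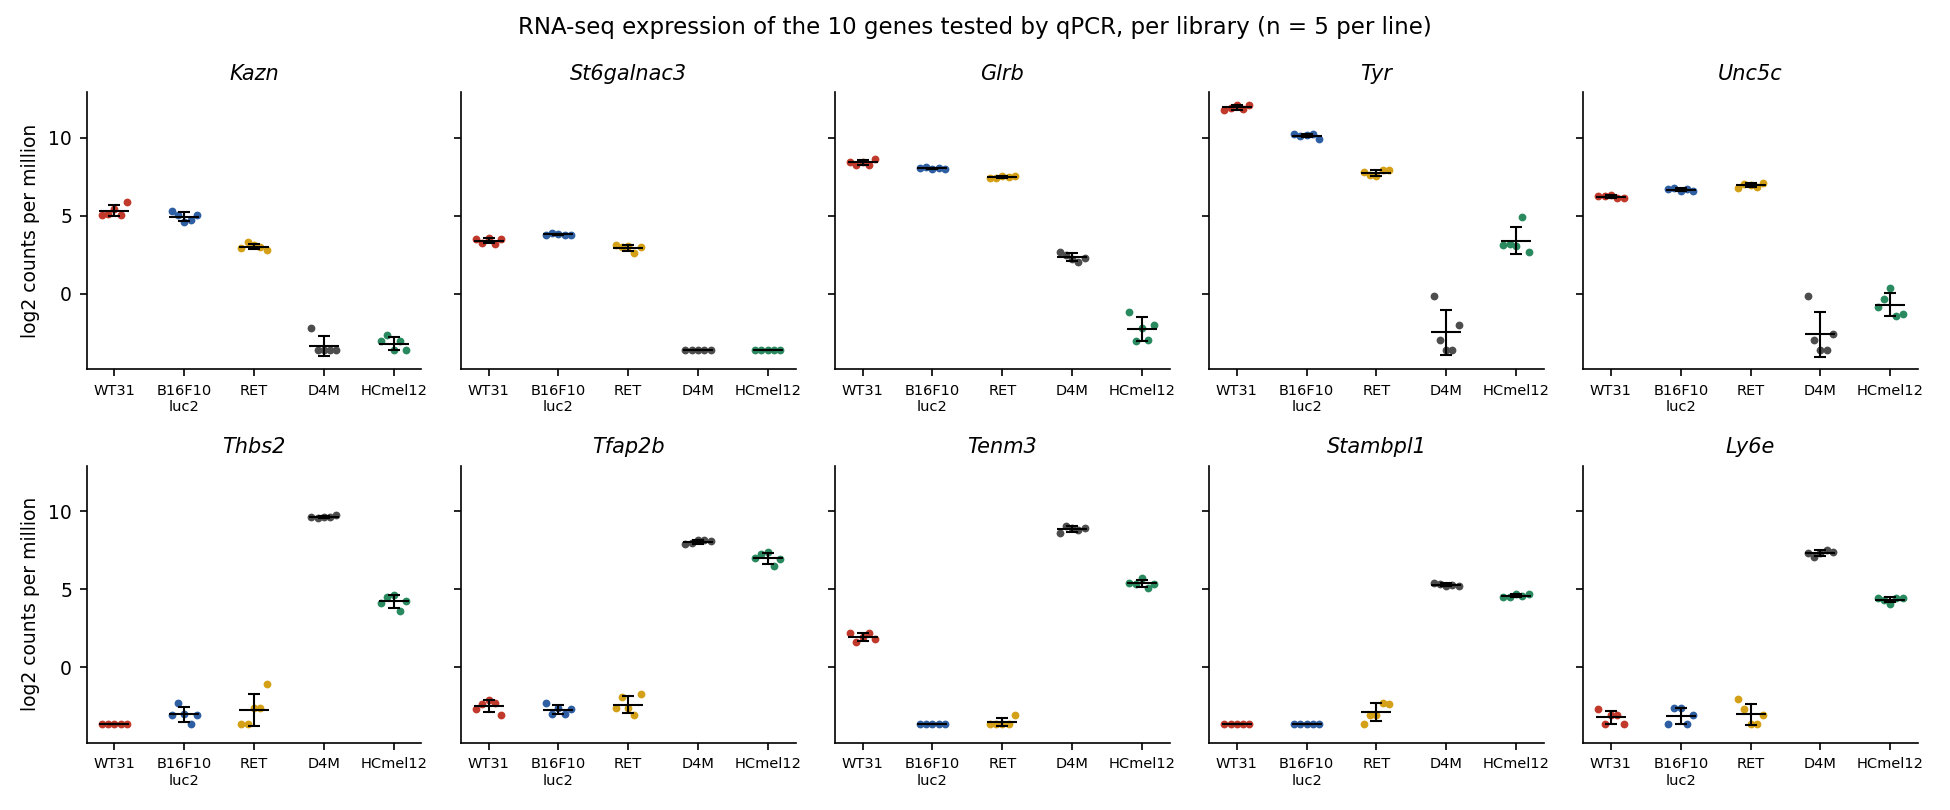
RNA-seq expression (log2 CPM) of the 10 genes tested by qPCR in each library, with 1 point per replicate and the mean and SD of each line in black (n = 5). Kazn, St6galnac3, Glrb, Tyr and Unc5c lie higher in WT31, B16F10 luc2 and RET, the other 5 genes lie higher in D4M and HCmel12, and Tenm3 is also detected in WT31 (3.82 CPM).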

In HCmel12 melanoma, the downregulation of a melanocyte differentiation gene set is associated with local tumor growth and lung metastasis [40]. But, among the cell lines used here a similar relation of this gene set with liver colonization could not be detected (Additional file 1: Figure S3B).

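A list of 24 tested melanocyte differentiation genes was compiled in advance, and the mean z-score of their log2 CPM was taken as the score of a library. It is not the gene set of the cited work. The mean score of the 5 libraries was 0.66 ± 0.08 in WT31, 0.53 ± 0.03 in B16F10 luc2, 0.25 ± 0.03 in RET, 0.24 ± 0.07 in HCmel12 and -1.69 ± 0.18 in D4M (± SD). The mean over the 3 lines of HIM-melanoma was 1.21 higher than that over the 2 lines of LM-melanoma (exact two-sided permutation of the 5 lines, p = 0.1, the smallest p that 3 against 2 lines allow). The mean scores of RET and HCmel12 differed by less than the SD of either line, while D4M lay far below all other lines. The closeness of RET and HCmel12 depended on HCmel12 replicate 4. The remaining HCmel12 libraries scored between 0.2002 and 0.2169, below every RET library (between 0.223 and 0.2969). D4M had the lowest mean of the 5 lines for 22 of the 24 genes. The highest mean was in WT31 for 13 genes and in B16F10 luc2 for 9. Of the 24 genes, 8 were commonly regulated, all of them higher in HIM-melanoma, and among these were Tyr, Pmel and Mlana. Mlana had 2090 ± 404 CPM in WT31, 1130 ± 139 in B16F10 luc2, 1000 ± 19.6 in RET, and its log2 fold changes against HCmel12 were 3.86, 3.00 and 2.83. For Mitf, HCmel12 (646 ± 127 CPM) lay between B16F10 luc2 (692 ± 81.6) and RET (434 ± 57.6), while D4M had 6.38 ± 0.41 CPM. Sox10 was also as high in HCmel12 (826 ± 58.6 CPM) as in HIM-melanoma, where it ranged from 547 ± 47.4 CPM in RET to 897 ± 66 CPM in WT31. For Tyrp1, Dct, Pmel, Mlana and Sox10, the counts of D4M came mainly from replicate 1, with 588, 233, 191, 71 and 45 counts. HCmel12 replicate 4 had the highest score of its line (0.37).

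**Figure D4:**
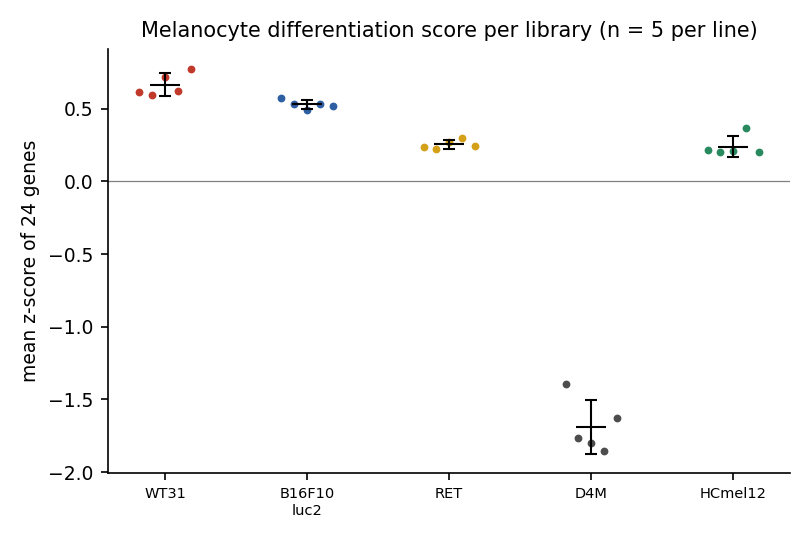
Melanocyte differentiation score of each library (mean z-score of 24 genes), with 1 point per replicate and the mean and SD of each line in black (n = 5). D4M lies lowest (-1.69), and the mean of HCmel12 (0.24) lies beside that of RET (0.25).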

**Fig. 3:**
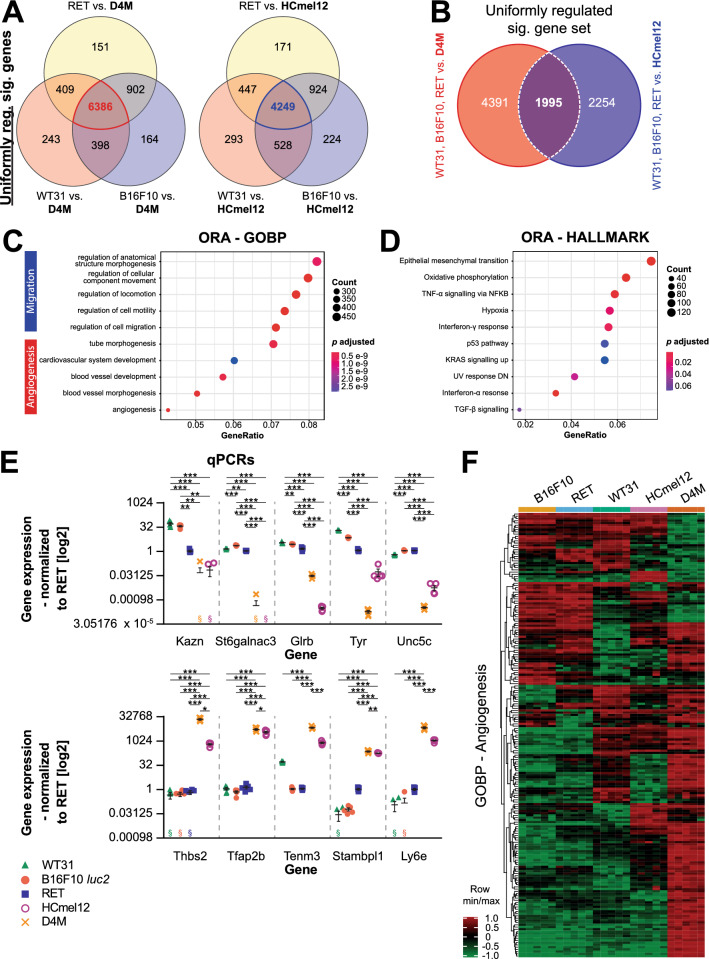
Differential gene set analysis of WT31, B16F10 luc2 and RET melanoma in comparison to D4M or HCmel12. RNA-seq of cultured, sub-confluent B16F10, RET, WT31, HCmel12 and D4M melanoma cells was performed for gene expression profiling. N = 5/ cell line. **A.** Uniformly regulated significant genes of B16F10 (blue), RET (yellow) or WT31 (red) in relation to D4M melanoma were compared by a Venn diagram. Besides, commonly regulated significant genes of B16F10 (blue), RET (yellow) or WT31 (red) in relation to HCmel12 melanoma were compared by a second Venn diagram. **B.** Identified gene sets with common regulation of significant genes of B16F10, RET and WT31 in relation to D4M (red) or HCmel12 (blue) were matched in a third Venn diagram. The overlay represents a gene set of 1995 significant genes which are uniformly regulated in B16F10, RET or WT31 as compared to D4M and HCmel12. **C, D.** The previously identified gene set was compared by an overall representation analysis of gene ontology biological processes (GOBP) (C) or HALLMARK pathways (D). Dot plots display both the number of regulated genes by count and gene ratio and the adjusted *p* value of corresponding pathways. **E.** Quantitative PCRs (qPCRs) of the ten genes with the strongest up- and downregulation. Relative expression was normalized to RET melanoma cells. Kazn, St6galnac3, Glrb, Tyr and Unc5c were the most downregulated genes in D4M and HCmel12 as compared to WT31, B16F10 *luc2* and RET. Thbs2, Tfap2b, Tenm3, Stambpl1 and Ly6e were the most upregulated genes in D4M and HCmel12 as compared to WT31, B16F10 *luc2* and RET. § = datapoint(s) with no detection of a ct value, corresponding dots could not be plotted due to the logarithmic scale. N = 5/ cell line. Detailed statistical analyses are provided in Additional file 2: Table S5. **F.** A heat map of the GOBP angiogenesis gene set is presented. Please refer to Additional file 1: Figure S5 for the complete heat map including gene symbols

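The strength of regulation was ranked among the commonly regulated genes by the mean of the 6 log2 fold changes of HIM- against LM-melanoma. The voom transformation adds a small offset to each count, so that values against a line without counts depend on the sequencing depth. By this measure Tyr was first among the genes higher in HIM-melanoma (mean log2 fold change 10.01), followed by Kazn (9.16), St6galnac3 (8.93) and Unc5c (8.89), and Glrb was at rank 8 (8.28). Lmx1b (8.76) and Mlana (8.40), which Fig. 3E does not include, were at ranks 5 and 6. Lmx1b (ENSMUSG00000038765.13, GRCm38 chromosome 2 from 33560965 to 33640511) had 12.5 ± 1.52 CPM in WT31, 21.4 ± 0.92 in B16F10 luc2 and 9.96 ± 0.846 in RET (mean ± SD, n = 5), and at most 3 counts per library in D4M or HCmel12. When genes were ranked by the smallest of the 6 fold changes instead, the ranks were 1 for St6galnac3, 2 for Lmx1b, 3 for Kazn and 5 for Unc5c, while Glrb moved to rank 12 and Tyr to rank 18.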

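Among the genes lower in HIM-melanoma, Thbs2 had the lowest mean of the 6 log2 fold changes (-11.50), followed by Tfap2b (-10.74), Ly6e (-10.25), Tenm3 (-10.15) and Stambpl1 (-10.03). These were the 5 lowest values of all commonly regulated genes, and Cav1 came next with -9.98. With the smallest of the 6 fold changes as the measure, Tfap2b was at rank 1, Ly6e at 2, Stambpl1 at 3 and Thbs2 at 4, and Tenm3 moved to rank 82. With single libraries left out, the weakest log2 fold change of Tfap2b stayed between -10.15 and -9.75 and that of Thbs2 between -8.35 and -7.62. Under the 8 other settings with a value, it ranged from -10.05 to -5.29 for Tfap2b and from -8.13 to -2.43 for Thbs2.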

Overall, comparative gene expression analysis including heat maps of GOBP demonstrated that differences between the cell lines with different propensity for hepatic colonization are especially found in the processes of cell migration (Additional file 1: Figure S4) and angiogenesis (Fig. 3F, Additional file 1: Figure S5).

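Over the 5000 most variable genes, the first 2 principal components of the 25 libraries held 47.4% and 25% of the variance. The first component separated D4M from the other 4 lines. The distance between line means was smallest between B16F10 luc2 and RET (111.9 on the log2 scale), and the next smallest were those of HCmel12 to RET (181.7), B16F10 luc2 (193.2) and WT31 (208.4). The distance between D4M and HCmel12 was 270.3, and D4M lay between 282 and 296 from HIM-melanoma. Libraries of one line were on average between 43.29 and 50.97 apart. HCmel12 was therefore closer to each line of HIM-melanoma than to D4M. This held with library size alone, with DESeq2's size factors and with TPM, which were tried after seeing the data. The mean z-score of the 195 angiogenesis genes was 0.77 ± 0.04 in D4M (SD, n = 5), -0.03 ± 0.04 in HCmel12, -0.08 ± 0.07 in WT31, -0.31 ± 0.03 in B16F10 luc2 and -0.34 ± 0.08 in RET. The mean over the lines of HIM-melanoma was 0.61 below that over the lines of LM-melanoma, a difference of -0.61 (exact two-sided permutation test, p = 0.1). For the 243 cell migration genes the score was 0.74 ± 0.05 in D4M, -0.06 ± 0.08 in WT31, -0.07 ± 0.08 in HCmel12, -0.29 ± 0.08 in RET and -0.33 ± 0.02 in B16F10 luc2, and the difference was -0.56 (exact two-sided permutation test, p = 0.2). The score of HCmel12 thus differed from that of WT31 by less than the SD between WT31 replicates for both lists. For angiogenesis the difference was larger than the SD between HCmel12 replicates (0.04). Vegfa, an angiogenic factor, had 69.9 ± 8.45 CPM in D4M, 37.6 ± 17.8 in HCmel12, 30.4 ± 4.4 in B16F10 luc2, 23.8 ± 2.5 in RET and 23.2 ± 3 in WT31. Its counts in HCmel12 ran from 654.7 to 1704.8 with a mean of 931.3, so that 1 high library raised the mean. By limma's moderated test, WT31 and RET were lower than HCmel12 (adjusted p = 0.0049 and 0.0085), while the difference of B16F10 luc2 did not pass the threshold (adjusted p = 0.29). From the over-representation of gene sets among the commonly regulated genes and from the heat maps of cell migration and angiogenesis, the paper concludes that lines with different propensity for hepatic colonization differ above all in these processes.

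**Figure D5:**
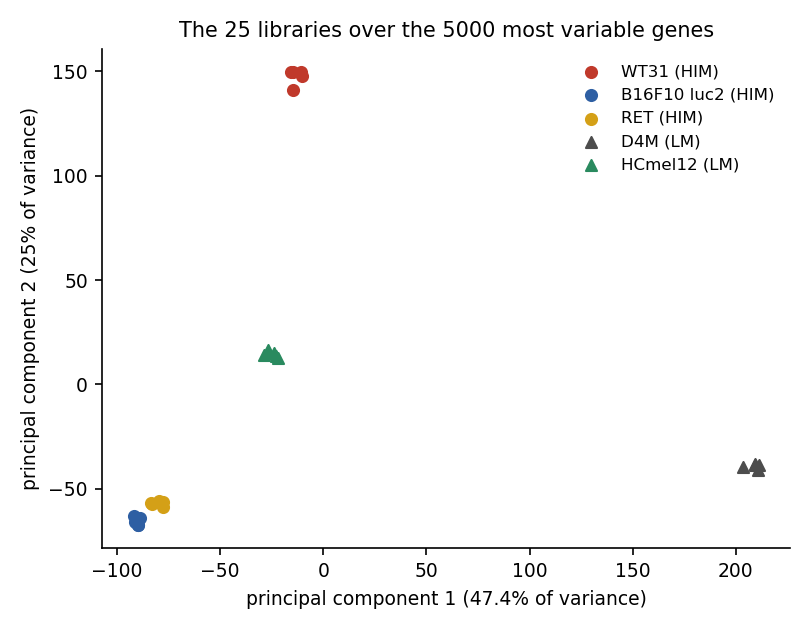
The 25 libraries on the first (47.4% of the variance) and the second (25%) principal component of log2 CPM over the 5000 most variable genes. Circles are lines of HIM-melanoma and triangles are lines of LM-melanoma, and the 5 libraries of D4M lie apart from all others.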

To further investigate the angiogenic heterogeneity of the cell lines, the total vessel area of the metastases was analyzed (Fig. 4A). WT31 melanoma metastases were the most vascularized ones (11.8% ± 1.1), while hepatic metastases of D4M presented with the fewest vessels (1.7% ± 0.3), followed by B16F10 *luc2* (4.9% ± 0.5) (Fig. 4C). To assess the phenotype of intratumoral blood vessels, markers for continuous endothelial cells (ECs), such as Endomucin (Fig. 4A, D) and CD31 (Fig. 4B, E; Additional file 1: Figure S6A), or markers of Liver sinusoidal endothelial cells (LSEC), Lyve-1 (Fig. 4A, D), CD32b (Fig. 4B, E; Additional file 1: Figure S6A) or Stab2 (Additional file 1: Figure S7A), were analyzed. Strong expression of continuous EC markers and reduced expression of LSEC markers was seen in all hepatic metastases indicating a predominantly capillarized phenotype of intratumoral vessels (Fig. 4D, E). However, the percentages of Lyve1^+^ or CD32b^+^ intratumoral vessels were significantly higher in HCmel12 in comparison to the other melanoma metastases (Lyve1^+^: 59.9% ± 6.3; CD32b^+^: 9.2% ± 3.4) indicating a mixed sinusoidal and capillarized molecular phenotype in a minor fraction of HCmel12 vessels (Fig. 4D, E). There was a strong and significant correlation of increasing metastasis size with vascular density of the different melanomas (Fig. 4F). Altogether vascularization tended to correlate with increasing efficiency and intratumoral vessels showed a predominant continuous endothelial cell phenotype.

**Fig. 4:**
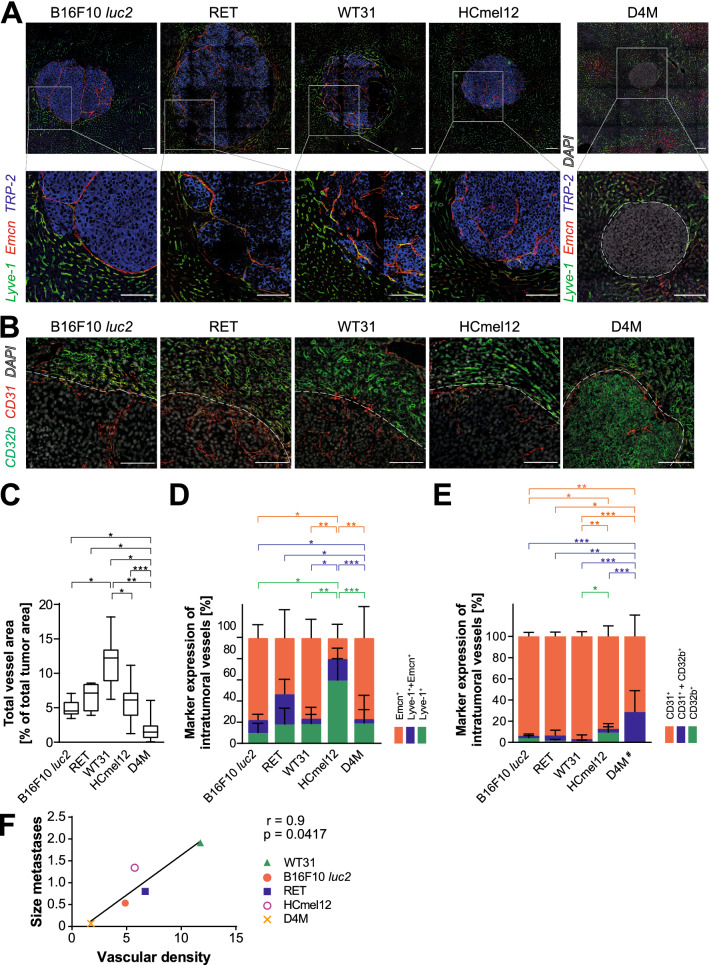
Melanoma metastases differ in vascular density. Intratumoral EC express continuous EC-associated marker proteins. **A** Images of tile scans of immunofluorescence stainings for Lyve-1, Emcn and TRP-2 of liver metastases of B16F10 *luc2*, RET, WT31, HCmel12 and D4M melanoma. Representative images are displayed. Scale bars = 100 µm, n ≥ 5. Detail magnifications of corresponding images show the border of hepatic metastasis to adjacent hepatic tissue. Scale bars = 100 µm. **B** Immunofluorescences for CD31, CD32b and DAPI of hepatic metastasis of B16F10 *luc2*, RET, WT31, HCmel12 and D4M melanoma at the border to adjacent liver. White dotted lines present the border of hepatic metastases to adjacent liver tissue. Scale bars = 100 µm, n ≥ 5. **C** Quantification of intratumoral blood vessels. Emcn^+^ area in relation to total tumor area is presented. A Dunn’s test was used (p = 0.0200 for B16F10 vs. WT31; p = 0.0105 for B16F10 vs. D4M; p = 0.0400 for RET vs. D4M; p = 0.0130 for WT31 vs. HCmel12; p < 0.0001 for WT31 vs. D4M; p = 0.0020 for HCmel12 vs. D4M). A box and whisker plot is presented with distribution of values from minimum to maximum. **D** Intratumoral EC were analyzed for Emcn or Lyve-1 marker expression. Corresponding marker expression was set in relation to total intratumoral vessel area (100%). Proportion of Lyve^+^, Lyve^+^  + Emcn^+^ as well as Emcn^+^ area is displayed. A Dunn’s test was applied. Red bars present the statistical comparisons of Emcn expression, blue bars of Lyve-1 and Emcn expression and green bars demonstrate statistical differences in Lyve-1 expression (Emcn: p = 0.0140 for B16F10 vs. HCmel12; p = 0.0020 for WT31 vs. HCmel12; p = 0.0010 for HCmel12 vs. D4M; Lyve-1 and Emcn: p = 0.0120 for B16F10 vs. D4M; p = 0.0440 for RET vs. D4M; p = 0.0170 for WT31 vs. HCmel12; p < 0.0001 for HCmel12 vs. D4M; Lyve-1: p = 0.0140 for B16F10 vs. HCmel12; p = 0.0080 for WT31 vs. HCmel12; p < 0.0001 for HCmel12 vs. D4M). Number of animals analyzed = 6 (B16F10 *luc2*), 3 (RET), 7 (WT31), 3 (HCmel12), 4 (D4M). Number of metastases analyzed = 6 (B16F10 *luc2*), 4 (RET), 10 (WT31), 10 (HCmel12), 25 (D4M). **E.** Expression of CD31 and CD32b of intratumoral vessels was analyzed (see E for IF images) and was set in relation to total intratumoral vessel area (100%). Proportion of CD31^+^, CD31^+^  + CD32b^+^ as well as CD32b^+^ area is displayed. A Dunn’s test was applied. Red bars present statistical comparison of CD31 expression, blue bars of CD31 and CD32b expression and whereas green bars demonstrate statistical differences in CD32b expression (CD31: p = 0.0140 for B16F10 vs. HCmel12; p = 0.0020 for WT31 vs. HCmel12; p = 0.0020 for B16F10 vs. D4M, p = 0.0210 for RET vs. D4M, p < 0.0001 for WT31 vs. D4M,; CD31 + CD32b: p < 0.0001 for B16F10 vs. D4M; p = 0.0080 for RET vs. D4M; p < 0.0001 for WT31 vs. D4M; p < 0.0001 for HCmel12 vs. D4M; CD32b: p = 0.0280 for WT31 vs. HCmel12). Number of animals analyzed = 4 (B16F10 *luc2*), 3 (RET), 5 (WT31), 4 (HCmel12), 3 (D4M). Number of metastases analyzed = 6 (B16F10 *luc2*), 4 (RET), 16 (WT31), 6 (HCmel12), 12 (D4M). **F** A Spearman’s correlation of the mean vascular density and the mean size of hepatic melanoma metastases was calculated among all melanoma cell lines (r = 0.9). A one-sided t-test was performed (p = 0.0417). Data information: *P < 0.05, **P < 0.01, *** P < 0.0001, n.s. = not significant.

To further characterize vessel maturation and differentiation in the formed metastases, the deposition of extracellular matrix proteins surrounding the intratumoral endothelium was assessed. Strong subendothelial deposition of Collagen IV (Fig. 5A), Collagen I (Additional file 1: Figure S7B), Collagen III (Additional file 1: Figure S7C), Fibronectin (Fig. 5B) and Laminin-α4-integrin (Lama4) (Fig. 5C) was observed in all metastases indicating a continuous phenotype with basement membrane formation. Likewise, Desmin^+^ periendothelial cells were similarly present in all metastases indicating similar coverage by pericytes (Fig. 5D). Remarkably, Collagen IV expression outside the perivascular space was seen in metastases of WT31, HCmel12 and D4M (Fig. 5A). In highly vascularized WT31 and HCmel12 these Collagen IV ^+^ structures appeared sleeve-like. This indicates high angiogenic activity with so called empty sleeves as they lack direct association with CD31^+^ EC [41]. Collagen IV^+^ CD31^−^ empty vessel sleeves were far more frequent in WT31 and HCmel12 in comparison to the other cell lines suggesting highly active but partially inefficient angiogenesis (Fig. 5E; Additional file 1: Figure S6B). Overall, high vascularization and angiogenic activity appeared to relate with larger hepatic metastatic size and lower propensity to tumor necrosis.

**Fig. 5:**
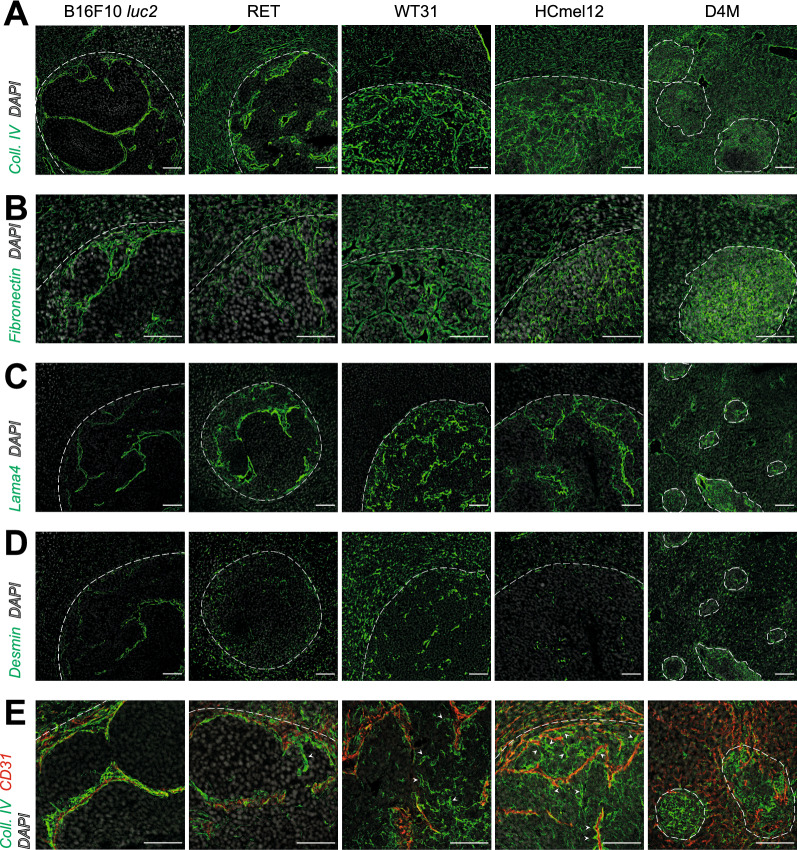
Analysis of extracellular matrix protein deposition in hepatic melanoma metastases. **A** Immunofluorescences of Collagen IV and DAPI of livers with hepatic melanoma metastases of B16F10 *luc2*, RET, WT31, HCmel12 and D4M. White dotted lines present the border of hepatic metastases to adjacent liver tissue. Scale bars = 100 µm, n ≥ 5. **B** Images of immunofluorescence stainings for Fibronectin and DAPI of liver metastases of B16F10 *luc2*, RET, WT31, HCmel12 and D4M melanoma. White dotted lines present the border of hepatic metastases to adjacent liver tissue. Scale bars = 100 µm, n ≥ 5. **C** Immunofluorescences for Lama4 of B16F10 *luc2*, RET, WT31, HCmel12 and D4M melanoma liver metastases. White dotted lines present the border of hepatic metastases to adjacent liver tissue. Scale bars = 100 µm, n ≥ 5. **D** Immunofluorescences for Desmin of hepatic B16F10 *luc2*, RET, WT31, HCmel12 and D4M melanoma metastases. White dotted lines present the border of hepatic metastases to adjacent liver tissue. Scale bars = 100 µm, n ≥ 5. **E** Pictures of immunofluorescence stainings for Collagen IV, CD31 and DAPI of hepatic melanoma metastases of B16F10 *luc2*, RET, WT31, HCmel12 and D4M. White dotted lines present the border of hepatic metastases to adjacent liver tissue. Besides, white arrows highlight structures indicative of empty sleeves. Scale bars = 100 µm, n ≥ 5

To assess whether these different patterns of vascularization also translate into differing treatment responses to anti-angiogenic treatment, highly vascularized WT31 and poorly vascularized B16F10 *luc2* were treated with Sorafenib, an anti-angiogenic multi-kinase inhibitor, or a corresponding solvent control (vehicle). In both models Sorafenib led to central pseudocystic, hemorrhagic degradation of metastases with a thin residual rim of viable tumor cells in around 80–90% of metastases (Fig. 6A–C, Additional file 1: Figure S8A). Likewise, WT31 and B16F10 *luc2* showed a significantly decreased tumor cell area and almost complete abolishment of intratumoral blood vessels after Sorafenib treatment (Fig. 6B–D). However, comparison between WT31 and B16F10 *luc2* indicated that treatment with Sorafenib is indeed less effective in poorly vascularized B16F10 *luc2.* The reduction of the viable tumor cell area was significantly larger in WT31 (70.9% vs. 52.3% reduction) and similar the induction of pseudocystic degradation was significantly higher in WT31 (73% vs. 60.3%) indicating stronger dependence on vascularization than B16F10 *luc2* (Fig. 6E, F). In addition, there was a trend to significance (p = 0.1970) that the fraction of metastases showing degradation was higher in WT31 (97.2% ± 2.8) than B16F10 *luc2* (84.92% ± 8.1) (Additional file 1: Figure S8C). In summary, these data show that hepatic metastases of highly and poorly vascularized murine melanomas significantly respond to anti-angiogenic treatment with Sorafenib. Of note, this response is even stronger in highly vascularized lesions in comparison to poorly vascularized ones.

**Fig. 6:**
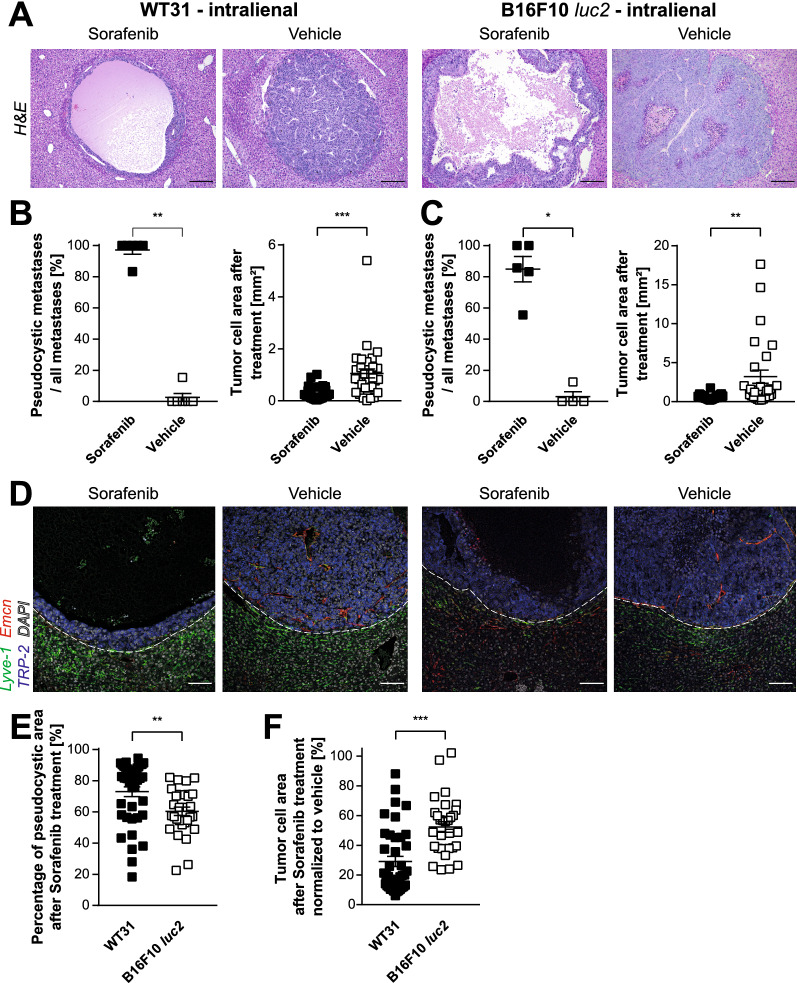
Treatment with Sorafenib leads to pseudocystic hemorrhagic degeneration and loss of intratumoral vessels of hepatic melanoma metastases. WT31 melanoma cells (0.3 × 10^5^ cells) or B16F10 *luc2* melanoma cells (1.5 × 10^5^ cells) were injected intrasplenically. From day 1 to 18 mice received daily i.p. injections of Sorafenib (60 mg/kg KG) or vehicle controls (solvent controls). At day 19 mice were sacrificed. Number of animals/ group = 6 (WT31, Sorafenib), 7 (WT31, Vehicle), 6 (B16F10 *luc2*, Sorafenib), 6 (B16F10 *luc2*, Vehicle). **A** Pictures of H&E stainigs of metastases of WT31 (left panels) or B16F10 *luc2* melanoma (right panels) of mice treated with Sorafenib or vehicle. Scale bar = 200 µm, n ≥ 5. **B** The percentage of pseudocystic metastases in relation to the total number of metastases was quantified for WT31 melanoma treated with Sorafenib or vehicle. Analysis is shown per animal. A Mann–Whitney U-test was performed (p = 0.0022). Number of animals analyzed = 6 (WT31, Sorafenib), 6 (WT31, Vehicle). Number of metastases analyzed = 48 (WT31, Sorafenib), 32 (WT31, Vehicle). Besides, the tumor cell area of WT31 metastases in mice treated with Sorafenib or vehicle was measured. A Mann–Whitney U-test was performed (p < 0.0001). Number of animals analyzed = 6 (WT31, Sorafenib), 6 (WT31, Vehicle). Number of metastases analyzed = 41 (WT31, Sorafenib), 32 (WT31, Vehicle). **C** The percentage of pseudocystic metastases in relation to the total number of metastases was quantified for B16F10 *luc2* melanoma treated with Sorafenib or vehicle. Analysis is shown per animal. A Mann–Whitney U-test was performed (p = 0.0159). Number of animals analyzed = 5 (B16F10 *luc2*, Sorafenib), 4 (B16F10 *luc2*, Vehicle). Number of metastases analyzed = 39 (B16F10 *luc2*, Sorafenib), 28 (B16F10 *luc2*, Vehicle). Moreover, the tumor cell area of B16F10 *luc2* metastases in mice treated with Sorafenib or vehicle was measured. A Mann–Whitney U-test was performed (p = 0.0002). Number of animals analyzed = 5 (B16F10 *luc2*, Sorafenib), 4 (B16F10 *luc2*, Vehicle). Number of metastases analyzed = 39 (B16F10 *luc2*, Sorafenib), 28 (B16F10 *luc2*, Vehicle). **D** Immunofluorescences of Lyve-1, Emcn, TRP-2 and DAPI of livers with hepatic melanoma metastases of WT31 (left panels) or B16F10 *luc2* melanoma (right panels) treated either with Sorafenib or vehicle. White dotted lines present the border of hepatic metastases to adjacent liver tissue. Scale bars = 100 µm, n ≥ 5. **E** The pseudocystic area was set in relation to the total size of WT31 or B16F10 *luc2* metastases that were treated with Sorafenib. A Mann–Whitney U-test was performed (p = 0.0004). Number of animals analyzed = 6 (WT31, Sorafenib), 5 (B16F10 *luc2*, Sorafenib). Number of metastases analyzed = 40 (WT31, Sorafenib), 30 (B16F10 *luc2*, Vehicle). **F** The response to Sorafenib was determined as percentage of tumor cell area in the Sorafenib group and normalized to the percentage of tumor cell area of vehicle controls. Normalization needs to be performed because of variable size of metastases, necrotic or cystic areas in the vehicle control group. A Mann–Whitney U-test was performed (p < 0.0001). Number of animals analyzed = 6 (WT31, Sorafenib), 5 (B16F10 *luc2*, Sorafenib). Number of metastases analyzed = 40 (WT31, Sorafenib), 30 (B16F10 *luc2*, Vehicle). Data information: *P < 0.05, **P < 0.01, *** P < 0.0001, n.s. = not significant

## Discussion

Hepatic metastasis was recently shown to be a decisive negative factor for the response to immunotherapy in patients with melanoma[7]. Therefore, there is an urgent need for preclinical models to study the underlying mechanisms driving organ-specific melanoma metastasis to the liver and to develop novel therapeutic approaches. Genetic mouse models to study spontaneous melanoma metastasis are scarce [42] and hepatic metastasis usually only occurs at a very low frequency [27, 29, 43, 44]. Thus, genetic models are currently not feasible in this context. Spleen injection of various tumor cells including melanoma cells is an established method to investigate liver colonization [31, 45]. Here we show that this model can reliably be used to comparatively study efficiency, morphologic and molecular features as well as tumor angiogenesis and treatment responses of hepatic metastases of different melanoma cells.

WT31 melanoma cells stood out with the highest efficiency of hepatic colonization after intrasplenic injection. In addition, they consistently established metastases to the liver and other organs in a CM-like pattern after intravenous injection. These two techniques provide ideal and reliable settings to study hepatic melanoma colonization either with or without simultaneous metastasis to other organs. WT31 is the only cell line investigated by us with a human NRAS mutation [28]. Although human BRAF- and NRAS-mutated melanomas have been associated with an increased risk for liver metastases, this association was rather weak [24] and until now it has not been shown that one of these main driver mutations is a key determinant of hepatic metastasis. This notion is also supported by the fact that D4M, which harbor a BRAF mutation, showed the lowest efficiency and smallest metastatic sizes in our analysis. Nonetheless, the mutational landscape of melanoma clearly influences organ-specific metastasis as KRAS driver mutations were recently associated with brain colonization as first site of metastasis [46]. Although, the mutational landscape of human melanoma with liver metastases has not been specifically characterized, it can be assumed that hepatotropism of melanoma is controlled in multifactorial fashion and involves non-genetic and epigenetic traits.

To more comprehensively study the molecular differences that may underly the heterogeneity of hepatic melanoma metastasis in our study, all melanoma cell lines were analyzed by RNAseq. Differential transcriptomic analysis of high and intermediate metastatic (HIM-) melanoma compared to low metastatic (LM-) melanoma showed the most marked differences in pathways involved in cell migration, angiogenesis, EMT, oxidative phosphorylation or TNF-α signaling. 

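When the gene lists were tested on each reference alone, an alternative chosen after seeing the data, they differed between the 2 lines of LM-melanoma. Among the genes uniformly regulated in relation to D4M, which were 43.9% of the tested genes, all 7 lists were over-represented. The odds ratios were 3.08 for cell migration (171 of 243 genes), 2.91 for angiogenesis (135 of 195), 3.83 for the epithelial mesenchymal transition (133 of 178), 2.72 for oxidative phosphorylation (70 of 103), 1.93 for TNF-α signaling (99 of 165), 1.61 for hypoxia (59 of 106) and 4.57 for interferon (64 of 82). Adjusted p-values lay between 1.7e-16 and 0.0098 (one-sided Fisher's exact test). Among the genes uniformly regulated in relation to HCmel12, which were 27.8% of the tested genes, cell migration had an odds ratio of 1.51 (89 of 243 genes, adjusted p = 0.011). The other lists had odds ratios between 0.703 (oxidative phosphorylation) and 1.29 (epithelial mesenchymal transition), with adjusted p-values of at least 0.16. Whether a list differed between the references was not tested. Against D4M, 67 of the 70 oxidative phosphorylation genes were higher in HIM-melanoma, while 11 of 22 were higher against HCmel12. Mouse Reactome sets gave a comparison with a published collection. Of 682 sets with 15 to 500 tested genes, 0 had an adjusted p-value under 0.05 among the commonly regulated genes, and 45 had an unadjusted p-value under 0.05. The set with the smallest p was the peptide loading of class I MHC, with 11 of 27 genes commonly regulated, all lower in HIM-melanoma (odds ratio 4.44, Fisher's exact test, p = 0.00042, adjusted p = 0.29).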

Cell adhesion and migration are the first steps of organ colonization in the metastatic cascade. In this regard, integrin alpha2 is associated with enhanced hepatic colonization while integrin alpha4 is associated with lymph node metastasis in B16 melanoma [25, 47, 48]. 

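Integrin alpha2 is encoded by Itga2 (ENSMUSG00000015533.9, GRCm38 chromosome 13 from 114833081 to 114932100) and integrin alpha4 by Itga4 (ENSMUSG00000027009.18, chromosome 2 from 79255426 to 79333123). Expression is given as CPM ± SD in cultured cells (n = 5 libraries per line). Itga2 had 54.6 ± 11 CPM in D4M, 7.28 ± 2.23 in WT31, 1.78 ± 0.592 in HCmel12, 0.426 ± 0.158 in RET and 0.106 ± 0.104 in B16F10 luc2, where no library exceeded 7 counts. WT31 was lower than D4M (log2 fold change -2.93, standard error 0.17, adjusted p = 3.1e-14) and higher than HCmel12 (2.04, standard error 0.31, adjusted p = 1.6e-06), while RET was lower than HCmel12 (-2.02, standard error 0.48, adjusted p = 0.00063). Itga4 had 562 ± 107 CPM in WT31, 237 ± 13.3 in B16F10 luc2, 112 ± 19.1 in RET, 109 ± 25.8 in HCmel12 and 92.2 ± 11 in D4M. WT31 exceeded the other lines by log2 fold changes of 1.23 (B16F10 luc2, adjusted p = 6.3e-09), 2.33 (RET), 2.38 (HCmel12) and 2.60 (D4M). B16F10 luc2 in turn exceeded RET by 1.10 (adjusted p = 1.9e-07), HCmel12 by 1.15 and D4M by 1.37. The differences of RET from D4M (0.27, adjusted p = 0.086) and from HCmel12 (0.05, adjusted p = 0.79) did not pass the threshold. In an exact two-sided permutation test over the 252 arrangements of 10 libraries, each comparison of WT31 with another line had the smallest possible p for both genes (p = 0.0079, adjusted p = 0.012 over 30 comparisons). With single libraries left out, the difference of Itga4 between WT31 and B16F10 luc2, the weakest of the 4, stayed between 1.13 and 1.33, and that of Itga2 between WT31 and HCmel12 stayed between 1.87 and 2.18. The alternative that moved the latter most was TPM, with 0.93. Transcripts of Cerkl, which overlaps Itga4 on the other strand, contain 7.64% of the 31-base sequences of Itga4.

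**Figure D6:**
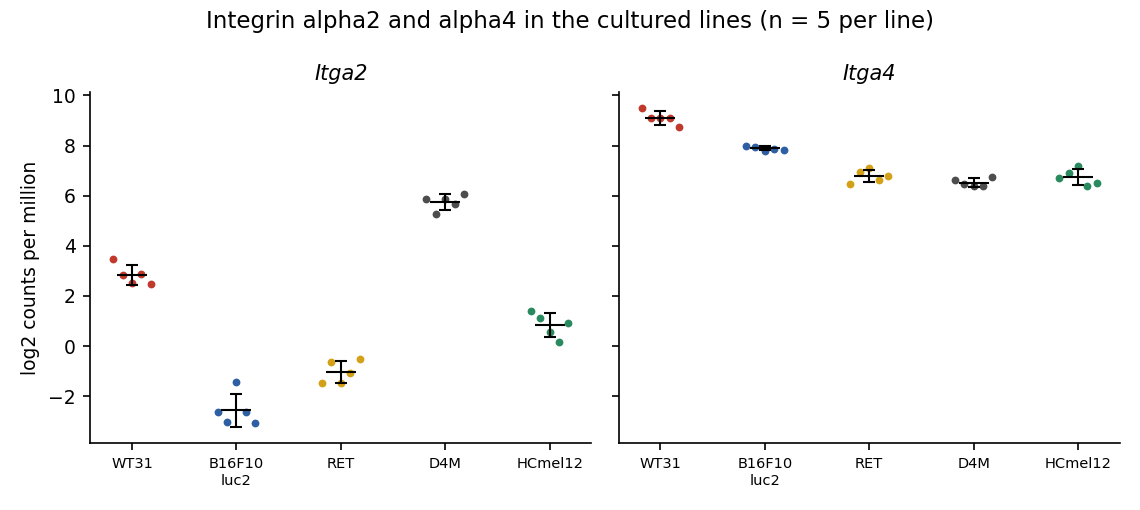
Expression (log2 CPM) of Itga2 and Itga4 in each library, with 1 point per replicate and the mean and SD of each line in black (n = 5). Itga4 is highest in WT31 (562 CPM) and detected in all lines, whereas Itga2 is highest in D4M (54.6 CPM) and lowest in B16F10 luc2 (0.106 CPM).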

Although integrin alpha2 was inconsistently expressed among cell lines of HIM- and LM-melanoma, WT31 melanoma was the only cell line with strong integrin alpha4 expression which may contribute to its high metastatic efficiency. MSX1 which has been shown to increase hepatic melanoma metastasis in an immune-deficient setting [26] was only expressed in D4M melanoma and therefore could not account for the differences observed by us (data not shown). 

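In the deposited counts, Msx1 (ENSMUSG00000048450.10, GRCm38 chromosome 5 from 37820485 to 37824583) had 22.7 ± 4.89 CPM in D4M (mean ± SD, n = 5), with between 368 and 670 counts per library. No library of the other 4 lines had more than 3 counts, the smallest amount taken as detectable. B16F10 luc2 and RET had no counts, WT31 had a mean of 0.0529 CPM and HCmel12 a mean of 0.0243 CPM. Expression in D4M was at least 186-fold higher than in HCmel12, 189-fold higher than in RET and 195-fold higher than in WT31. For B16F10 luc2, the lower bound of the difference was 7.51 on the log2 scale. All 5 libraries of D4M exceeded all libraries of each other line (exact two-sided permutation test, p = 0.0079, the smallest p that 5 against 5 libraries allow). None of the 31-base sequences of Msx1 occurs in another gene.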

Overall, cell migration is likely a major determinant of organ-specific metastatic efficiency and appears to be controlled by complex gene sets. This notion is also supported by the fact that expression of gene sets involved in cell adhesion can be used as predictors of lymph node metastasis [49]. Therefore, there is an urgent need for studies identifying crucial gene sets in melanoma patients with liver metastasis to select patients at risk early in the course.

Angiogenesis also stood out as a differentially regulated process between HIM- and LM-melanoma. Angiogenesis is well known as determinant of hepatic metastasis in general [50]. In CRC the stromal subtype with an angiogenic signature shows enhanced liver metastasis [17]. The critical role of angiogenesis for hepatic metastasis of CRC is further supported by a molecular analysis of liver metastases and their corresponding primary tumors [51]. Liver metastases of breast cancer, CRC, UM and CM share three common main HGPs with different tumor vessels: desmoplastic, replacement and pushing type [11–14]. Desmoplastic and pushing type HGP strongly rely on de-novo angiogenesis of tumor vessels whereas replacement HGP co-opts the pre-existing sinusoidal liver vasculature. Paku et al. postulated cooperation of smooth muscle actin-positive cells and fusion of partly capillarized sinusoids as hallmark of angiogenesis in pushing type HGPs [52]. In our model pushing type HGPs were found in all metastases and supportive connective tissue was detected in all types supporting the hypothesis of Paku. Transdifferentiation of liver sinusoidal endothelial cells to a capillarized phenotype is also observed in tumor endothelium of murine and human hepatocellular carcinoma [53]. Since the melanoma cell lines with higher vascularization developed larger hepatic metastases, efficiency of hepatic melanoma colonization and outgrowth of metastases are strongly regulated by angiogenic processes.

Aside from angiogenesis itself, vessel maturity which is regulated by vessel pruning and regression is an important process involved in tumor blood supply [41]. Detection of empty vessel sleeves as sign for vessel pruning and regression showed that both WT31 and HCmel12 melanoma metastases have high angiogenic activities. Although HCmel12 exhibited a partly sinusoidal phenotype of tumor EC, the vessel morphology did not imply co-option as seen in replacement HGP.

The tumor vasculature can be disrupted by anti-angiogenic agents such as bevacizumab, an anti-VEGF antibody, or Sorafenib, a multi-kinase-inhibitor [14, 54]. First approaches with such therapeutic agents were disappointing and clinical studies in patients with advanced melanoma were usually terminated in early phases [55]. However, clinical studies with Sorafenib did not investigate treatment responses in subgroups of patients with hepatic metastasis. In addition, in these patients it may be necessary to stratify for HGPs or tumor vascularization patterns and to treat in combination or sequentially with current standard of care treatments. In our study, Sorafenib induced reliable pseudocystic degeneration in high metastatic melanoma (WT31) and in intermediate metastatic melanoma (B16F10 *luc2*). Although this response was even stronger in WT31, both cell lines showed a solid treatment response. Necrosis or pseudocystic degeneration is not seen when subcutaneous B16 melanoma is treated with Sorafenib [56]. This indicates that the outcome of Sorafenib treatment and anti-angiogenesis depends on the organ-specific microenvironment. In this context lower oxygen levels in the liver may be a contributing factor. Like anti-angiogenic treatment in desmoplastic CRC [57] a small rim of viable tumor cells was still present after treatment of our models. This indicates that a combinatorial approach is likely necessary to achieve complete remission of hepatic metastasis. Due to the subtle effect of chemotherapeutics alone and the missing improvement of therapy response to Sorafenib when combined with Dacarbazine [58], a combination of standard of care ICI or targeted therapy with anti-angiogenic drugs seems appealing for hepatic metastasis. This approach is particularly promising as a breakthrough in the therapy of hepatocellular carcinoma was achieved by the combination of atezolizumab and bevacizumab replacing the former gold standard Sorafenib [59].

Altogether, molecular and phenotypic diversity of murine melanoma determine liver metastatic propensity involving cell migration and angiogenesis as major processes. Metastatic vascularization correlates with metastatic size. Interestingly, both highly and poorly vascularized hepatic lesions responded to Sorafenib indicating a broad efficacy for Sorafenib in this specific context. Therefore, anti-angiogenic therapy is an appealing approach to treat liver metastasis in advanced melanoma patients.

## Conclusions

Heterogeneity of hepatic metastasis of cutaneous melanoma was studied using a murine orthotopic model with five genetically different cell lines. Efficacies and phenotypic features of liver colonization of these melanoma cell lines were comprehensively compared. Migration and angiogenesis were among the differentially regulated functions identified by comparative RNA-seq analysis. Overall, molecular and phenotypic heterogeneity of hepatic melanoma metastasis revealed angiogenesis as a targetable determinant of hepatic colonization paving the way for organ-specific anti angiogenic treatment.

## Supplementary Information

**Additional file 1:** **Figure S1.** Morphological characterization of melanoma cell lines. **A. **A selection of representative pictures of hepatic metastases of WT31, B16F10 *luc2*, RET, D4M and HCmel12 melanoma after spleen injection. Besides, liver metastases of WT31 melanoma after i.v. injection are shown. Scale bar = 1 cm. **B. **Images of cell pellets of B16F10 *luc2*, RET, WT31, HCmel12 and D4M melanoma. **C.** Representative pictures of lungs, brain, tibia, kidneys and spleen with metastases after intravenous injection of WT31 melanoma. Scale bar = 1 cm. **Figure S2.** Sirius red and PAS stainings of hepatic metastases of B16F10 *luc2*, RET, WT31, HCmel12 and D4M. **A. **Images of Sirius red (SR) stainings of hepatic metastases of B16F10 *luc2*, RET, WT31, HCmel12 and D4M melanoma. Scale bar = 200 µm, n ≥ 5. **B.** Pictures of liver metastases of B16F10 *luc2*, RET, WT31, HCmel12 and D4M melanoma stained by PAS. Scale bar = 200 µm, n ≥ 5. **Figure S3.** Heat map of top25 up- and downregulated genes and heat map of melanocytic differentiation genes. **A. **A heatmap of the 25 most up- and downregulated genes of HIM-melanoma in comparison to LM-melanoma is shown. Please also refer to Fig. 3A, B for definition of this gene set. **B.** A heat map of common melanocytic differentiation genes is presented. A red color code presents an upregulation of genes, whereas the green color code shows downregulation. Clustering of genes is presented on the left side. **Figure S4.** Heat map GOBP—cell migration. A heat map of the GOBP cell migration gene set is presented for B16F10, RET, WT31, HCmel12 and D4M melanoma cells. The heat map was split in two parts to fit the page. A red color code presents an upregulation of genes, whereas the green color code shows downregulation. Clustering of genes is presented on the left side. **Figure S5.** Heat map GOBP—angiogenesis. A heat map of the GOBP angiogenesis gene set is presented for B16F10, RET, WT31, HCmel12 and D4M melanoma cells. A red color code presents an upregulation of genes, whereas the green color code shows downregulation. Clustering of genes is presented on the left side. **Figure S6. A.** Additional pictures of immunofluorescences for CD31, CD32b and DAPI of hepatic metastasis of B16F10 *luc2*, RET, WT31, HCmel12 and D4M melanoma at the border to adjacent liver. Scale bars = 100 µm, n ≥ 5. **B.** Additional pictures of immunofluorescences for Collagen IV, CD31 and DAPI of hepatic metastasis of B16F10 *luc2*, RET, WT31, HCmel12 and D4M melanoma at the border to adjacent liver. Scale bars = 100 µm, n ≥ 5. **Figure S7.** Analysis of peri- and intratumoral Stab2 expression as well as extracellular Collagen I and Collagen III matrix deposition in hepatic metastases of B16F10 *luc2*, RET, WT31, HCmel12 and D4M melanoma. **A.** Immunofluorescence images of Stab2 and DAPI of B16F10 *luc2*, RET, WT31, D4M and HCmel12 melanoma liver metastases at the metastatic border. White dotted lines present the border of hepatic metastases to adjacent liver tissue. Scale bars = 100 µm, n ≥ 5. **B.** Immunofluorescences of Collagen I of hepatic metastases of B16F10 *luc2*, RET, WT31, HCmel12 and D4M melanoma. Scale bar = 100 µm, n ≥ 5. **C.** Immunofluorescences of Collagen III of liver metastases of B16F10 *luc2*, RET, WT31, HCmel12 and D4M melanoma. Scale bar = 100 µm, n ≥ 5. **Figure S8.** Treatment with Sorafenib leads to loss intratumoral vessels and cystic degeneration of hepatic melanoma metastases. **A.** WT31 melanoma cells (0.3 × 10^5^ cells) or B16F10 *luc2* melanoma cells (1.5 × 10^5^ cells) were injected intrasplenically. From day 1 to 18 mice received daily i.p. injections of Sorafenib (60 mg/kg KG) or vehicle/solvent controls. At day 19 mice were sacrificed. Macroscopic visible metastases were quantified. A Mann-Whitney Utest was performed (WT31: p = 0.0043; B16F10 *luc2*: p = 0.0745). Representative images are shown. Scale bars = 1 cm. Number of animals analyzed = 8 (WT31, Sorafenib), 9 (WT31, Vehicle), 6 (B16F10 *luc2*, Sorafenib), 6 (B16F10, Vehicle). **B.** The size of hepatic metastases of WT31 (left graph) or B16F10 *luc2* melanoma (right panel) in mice treated with Sorafenib or vehicle was measured. Mann-Whitney U-tests were performed (WT31: p = 0.5207; B16F10: p = 0.0326). Number of animals analyzed = 6 (WT31, Sorafenib), 6 (WT31, Vehicle), 5 (B16F10 *luc2*, Sorafenib), 4 (B16F10, Vehicle). Number of metastases analyzed = 48 (WT31, Sorafenib), 32 (WT31, Vehicle), 57 (B16F10 *luc2*, Sorafenib), 28 (B16F10, Vehicle). **C.** Comparison of the percentage of pseudocystic WT31 or B16F10 *luc2* melanoma metastases after treatment with Sorafenib. MannWhitney U-tests were performed (p = 0.1970). Number of animals analyzed = 6 (WT31, Sorafenib), 5 (B16F10 *luc2*, Sorafenib). Data information: *P < 0.05, **P < 0.01, *** P < 0.0001, n.s. = not significant.

**Additional file 2: Table S1.** Statistic analysis of metastatic efficiency and number of hepatic metastases of B16F10 *luc2*, RET, WT31, HCmel12 and D4M after spleen injection. **Table S2. A.** Percentage of animals with hepatic metastasis after spleen injections of melanoma cells. **B.** Number of hepatic metastases of each individual animal after spleen injections of melanoma cells. **Table S3. A.** Percentage of animals with hepatic metastasis after intravenous injections of WT31 melanoma cells. **B.** Number of hepatic metastases of each individual animal after intravenous injections of WT31 melanoma cells. **Table S4.** Sequences of primers used for qPCRs. **Table S5.** Statistic analysis of qPCRs of Kazn, St6galnac3, Glrb, Tyr, Unc5c, Thbs2, Tfap2b, Tenm3, Stambpl1 and Ly6e in WT31, B16F10 *luc2*, RET, D4M and HCmel12 melanoma cells.

## Data Availability

The raw and normalized gene expression profiling data have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE185539.

## Abbreviations

BRAFi: BRAF inhibitor
CM: Cutaneous melanoma
CRC: Colorectal carcinoma
HGP: Histological growth pattern
HIM-melanoma: High and intermediate metastatic melanoma
ICI: Immune checkpoint inhibition
Lama4: Laminin- α4-integrin
LM-melanoma: Low metastatic melanoma
LSEC: Liver sinusoidal endothelial cells
MEKi: MEK inhibitor
UM: Uveal melanoma

# Supplementary material for: Angiogenic and molecular diversity determine hepatic melanoma metastasis and response to anti-angiogenic treatment
**Source:** J Transl Med. 2022 Feb 2;20:62. doi: 10.1186/s12967-022-03255-4
**Supplement:** Supplementary file 2 — Additional file 2: Table S1. Statistic analysis of metastatic efficiency and number of hepatic metastases of B16F10 luc2, RET, WT31, HCmel12 and D4M after spleen injection. Table S2. A. Percentage of animals with hepatic metastasis after spleen injections of melanoma cells. B. Number of hepatic metastases of each individual animal after spleen injections of melanoma cells. Table S3. A. Percentage of animals with hepatic metastasis after intravenous injections of WT31 melanoma cells. B. Number of hepatic metastases of each individual animal after intravenous injections of WT31 melanoma cells. Table S4. Sequences of primers used for qPCRs. Table S5. Statistic analysis of qPCRs of Kazn, St6galnac3, Glrb, Tyr, Unc5c, Thbs2, Tfap2b, Tenm3, Stambpl1 and Ly6e in WT31, B16F10 luc2, RET, D4M and HCmel12 melanoma cells.

**Additional tables**

**Table S1.** Statistic analysis of metastatic efficiency and number of hepatic metastases of B16F10 *luc2*, RET, WT31, HCmel12 and D4M after spleen injection

| Pairwise Comparison | Efficiency of hepatic colonization (Fig. 1A) | Number of hepatic metastases (Fig. 1B) |
| --- | --- | --- |
| B16F10 – RET | 0.0345 | 0.0028 |
| B16F10 – WT31 | 0.3113 | 0.1133 |
| B16F10 – Hcmel12 | 0.0006 | 0.0011 |
| B16F10 – D4M | < 0.0001 | < 0.0001 |
| RET – WT31 | 0.0275 | 0.0016 |
| RET – Hcmel12 | 0.1447 | 0.4000 |
| RET – D4M | 0.0036 | 0.0060 |
| WT31 – Hcmel12 | 0.0025 | 0.0011 |
| WT31 – D4M | < 0.0001 | < 0.0001 |
| Hcmel12 – D4M | 0.2404 | 0.1290 |

**A.** Pairwise comparisons of the efficiency of hepatic colonization (Fig. 1A) or number of hepatic metastasis are presented (Fig. 1B). Mann-Whitney U-tests were performed.

**Table S2. A.** Percentage of animals with hepatic metastasis after spleen injections of melanoma cells

| **Number of cells injected** | **Melanoma cell line** | **Hepatic metastasis** | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 10000 | WT31 | 1 | 1 | 1 |  |  |  |  |  |  |  |
| 30000 | WT31 | 1 | 1 | 1 |  |  |  |  |  |  |  |
| 50000 | B16F10 *luc2* | 1 | 0 | 1 | 0 | 1 | 0 |  |  |  |  |
| 100000 | B16F10 *luc2* | 1 | 1 | 1 | 1 |  |  |  |  |  |  |
| 150000 | B16F10 *luc2* | 1 | 1 | 0 | 0 | 0 | 1 | 1 | 1 | 1 | 1 |
| 50000 | RET | 1 | 0 | 1 | 0 | 1 | 0 | 0 |  |  |  |
| 100000 | RET | 1 | 1 | 0 | 0 | 0 | 0 |  |  |  |  |
| 150000 | RET | 1 | 1 | 1 | 0 | 1 | 1 | 1 | 0 | 0 | 1 |
| 50000 | D4M | 0 | 0 | 0 | 0 | 0 |  |  |  |  |  |
| 100000 | D4M | 0 | 0 | 0 | 0 | 0 |  |  |  |  |  |
| 150000 | D4M | 0 | 0 | 0 | 0 | 0 |  |  |  |  |  |
| 300000 | D4M | 0 | 0 | 0 | 0 | 1 | 0 | 1 |  |  |  |
| 50000 | HCmel12 | 0 | 0 | 0 | 0 | 0 |  |  |  |  |  |
| 100000 | HCmel12 | 0 | 0 | 0 | 0 | 0 |  |  |  |  |  |
| 150000 | HCmel12 | 0 | 0 | 0 | 0 | 0 |  |  |  |  |  |
| 300000 | HCmel12 | 1 | 1 | 1 | 1 | 0 | 1 | 1 |  |  |  |

**A.** Animals with (1) or without (0) hepatic metastases after spleen injection of melanoma cells with a certain number of cells are shown.

**Table S2 B.** Number of hepatic metastases of each individual animal after spleen injections of melanoma cells

| **Number of cells injected** | **Melanoma cell line** | **Number of hepatic metastases** | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 10000 | WT31 | 16 | 4 | 1 |  |  |  |  |  |  |  |
| 30000 | WT31 | 250 | 59 | 64 |  |  |  |  |  |  |  |
| 50000 | B16F10 *luc2* | 3 | 0 | 16 | 0 | 10 | 0 |  |  |  |  |
| 100000 | B16F10 *luc2* | 2 | 5 | 10 | 1 |  |  |  |  |  |  |
| 150000 | B16F10 *luc2* | 12 | 9 | 0 | 0 | 0 | 8 | 4 | 29 | 38 | 1 |
| 50000 | RET | 2 | 0 | 2 | 0 | 1 | 0 | 0 |  |  |  |
| 100000 | RET | 1 | 4 | 0 | 0 | 0 | 0 |  |  |  |  |
| 150000 | RET | 40 | 11 | 2 | 0 | 1 | 1 | 12 | 0 | 0 | 1 |
| 50000 | D4M | 0 | 0 | 0 | 0 | 0 |  |  |  |  |  |
| 100000 | D4M | 0 | 0 | 0 | 0 | 0 |  |  |  |  |  |
| 150000 | D4M | 0 | 0 | 0 | 0 | 0 |  |  |  |  |  |
| 300000 | D4M | 0 | 0 | 0 | 0 | 1 | 0 | 403 |  |  |  |
| 50000 | HCmel12 | 0 | 0 | 0 | 0 | 0 |  |  |  |  |  |
| 100000 | HCmel12 | 0 | 0 | 0 | 0 | 0 |  |  |  |  |  |
| 150000 | HCmel12 | 0 | 0 | 0 | 0 | 0 |  |  |  |  |  |
| 300000 | HCmel12 | 3 | 19 | 27 | 25 | 0 | 5 | 3 |  |  |  |

**B.** The numbers of hepatic metastases per animal after spleen injection of melanoma cells with a certain number of cells are shown.

**Table S3. A.** Percentage of animals with hepatic metastasis after intravenous injections of WT31 melanoma cells

| **Number of cells injected** | **Melanoma cell line** | **Hepatic metastasis** | | | | | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 1,25 x 10^6 | WT31 | 1 | 1 | 1 | 0 | 1 | 1 |  |  |  |  |  |  |  |  |  |  |
| 1,75 x 10^6 | WT31 | 1 | 1 | 1 | 1 | 1 |  |  |  |  |  |  |  |  |  |  |  |
| 2,5 x 10^6 | WT31 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 |

**A.** Animals with (1) or without (0) hepatic metastases after spleen injection of melanoma cells with a certain number of cells are shown.

**Table S3 B.** Number of hepatic metastases of each individual animal after intravenous injections of WT31 melanoma cells

| **Number of cells injected** | **Melanoma cell line** | **Number of hepatic metastases** | | | | | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 1,25 x 10^6 | WT31 | 51 | 28 | 6 | 0 | 1 | 59 |  |  |  |  |  |  |  |  |  |  |
| 1,75 x 10^6 | WT31 | 1 | 8 | 2 | 1 |  |  |  |  |  |  |  |  |  |  |  |  |
| 2,5 x 10^6 | WT31 | 5 | 2 | 2 | 3 | 8 | 5 | 19 | 28 | 24 | 11 | 22 | 10 | 20 | 10 | 30 | 41 |

**B.** The numbers of hepatic metastases per animal after intravenous injection of WT31 melanoma cells with a certain number of cells are shown.

**Table S4.** Sequences of primers used for qPCRs

| **Gene** | **Seq. forward** | **Seq. reverse** |
| --- | --- | --- |
| Kazn | GCGATATCGACCTGAAGGAGTA | TGAGTATGTGCTTCCCGCTG |
| St6galnac3 | GACTGGAAAGGACAGAGTCCA | GTAGCAGGCATCCATAGCCA |
| Glrb | ATCAGCACTTTGCAGGTTGGT | GTTCTTTGCCTGTGGTTTCCC |
| Tyr | AACACACTGGAAGGATTTGCC | GTTGGCCGATCCCTGTACTT |
| Unc5c | ACTGTACTGTGTCAGAGGAACC | TAGCTTCTGCCGGATAGGGA |
| Thbs2 | AGACAGGCTACATGAGAGTCTTAG | ACCAGCGTAGGTTTGGTCAT |
| Tfap2b | ACCTCACTGGTAGAAGGGGAA | TTGGTGGCCAGCAGCATATT |
| Tenm3 | TGGTGACGTTTGGCTTCCAT | TCCAAAGATGGGCGGCAC |
| Stambpl1 | TCCCCAAAGCATAAAGACACCG | TGAACAGCTTGGGGTCCTTG |
| Ly6e | TGCGGGCTTTGGGAATGT | TTGGCAGCAGTAGCTGTTCA |

**Table S5.** Statistic analysis of qPCRs of Kazn, St6galnac3, Glrb, Tyr, Unc5c, Thbs2, Tfap2b, Tenm3, Stambpl1 and Ly6e in WT31, B16F10 *luc2*, RET, D4M and HCmel12 melanoma cells

How the deposited data were processed for this re-analysis (not part of the article)

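RNA-seq was available for 25 libraries, 5 biological replicates of each of 5 murine melanoma lines, from cultured cells at a confluency of 50%. According to the paper's methods, the authors removed low-quality reads with trim_galore (version 0.6.4) and assigned the remaining reads to GRCm38.p6 with kallisto (version 0.46.1), and they deposited the resulting estimated counts per gene for each library without normalization. The authors also deposited TPM values per gene, which were scaled by transcript length to a total of 1000000 per library. The TPM values of D4M replicate 1 were not used here, so that 24 libraries entered the fit of TPM. The paper does not name the annotation release or the step from transcripts to genes.

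WT31, B16F10 luc2 and RET were grouped as HIM-melanoma and D4M and HCmel12 as LM-melanoma, as in the paper. Library totals lay between 24199083 and 25843286 counts. A count of 3 was taken as the smallest detectable amount, and a fold against a line with at most 3 counts in every library was computed against this floor and given as a lower bound. Floors cover counting error only. Gene symbols were assigned by Ensembl identifier without its version. For the genes named in the text, the share of 31-base sequences of their transcripts that occur in transcripts of other genes was counted, as a measure of reads that kallisto has to divide.

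Counts were filtered with edgeR's filterByExpr (edgeR 4.0.16) with the line as the group, which kept 15247 of 55385 genes, scaled with TMM factors and transformed with voom (limma 3.58.1, R 4.3.3). One linear model with a mean per line was fitted to all 25 libraries, and p-values were adjusted per comparison with the Benjamini-Hochberg method at a threshold of 0.05 without a limit on the fold change. The paper's methods name voom, limma and the false discovery rate, and its text names neither a filter nor normalization factors. Genes significant with one sign in all 3 lines of HIM-melanoma were called uniformly regulated in relation to D4M or to HCmel12, and genes in both sets with the same sign were called commonly regulated.

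The gene ontology and HALLMARK sets of the paper were not used here. Lists for 7 processes and a list of melanocyte differentiation genes were written in advance from general knowledge and tested with one-sided Fisher's exact tests against the tested genes, adjusted over the 7 lists. Mouse Reactome sets from fgsea (1.28.0) with 15 to 500 tested members were tested in the same way against the 13254 tested genes with an Entrez identifier, and 6858 of 7111 members of the collection (96.4%) were matched. The melanocyte score was the mean z-score of log2 CPM, compared between lines by an exact permutation of the 5 line means, whose smallest p is 0.1. Itga2, Itga4 and Msx1 were also compared between every pair of lines by exact permutation of 10 libraries (252 arrangements, smallest p 0.0079). Distances between lines were taken over the 5000 most variable genes.

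The text names every gene that the paper names for the RNA-seq or qPCR, some of the genes altered in the lines by Table 1, sex chromosome genes, Vegfa and selected melanocyte genes. It also names the 5 highest and the 5 lowest commonly regulated genes by the mean of the 6 log2 fold changes. The 3 commonly regulated members of each list with the largest mean could be named as well. This rule was set in advance, but only some of these members are named, chosen after their values were seen. Genes named outside the rule are marked as chosen after their values were seen.

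As alternatives, counts were scaled by library size alone or by DESeq2's size factors (DESeq2 1.42.0), tested with edgeR's quasi-likelihood test or DESeq2's Wald test on rounded counts, fitted without a filter or with at least 10 counts in every library, fitted with only the 2 lines of each comparison, fitted with the replicate number as a block, and replaced by log2 of TPM with a pseudocount of 1. An absolute log2 fold change of at least 1, an adjusted p under 0.01, line means as units, and leaving out each of the 25 libraries were also tried. The lists were tested by rank with cameraPR, by direction and against random lists matched on expression or transcript length (10000 lists each).

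The procedure was tested on simulated data with 200 changed genes among 14685 tested. All 6 ways of testing recovered 200 of 200 with no wrong sign. The changed genes were well expressed, as many were raised as lowered, and they were far fewer than those called in the data. Recovery was therefore easy, and the dependence on scaling was not tested. The median log2 fold change was 2.01 with voom, where the simulated value was 2. It was 1.87 with the fit used for TPM, whose simulated input was CPM without scaling by transcript length. In a single comparison the share of false calls reached 6.98% with voom and 13.8% with DESeq2. Libraries with RNA of another line were simulated at 0.25%, and the right line was found at shares between 0.24% and 0.26%.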

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

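All tests of single libraries, of the sex chromosome genes and of the genes with opposite signs were chosen only after the results were seen. Library totals, the genes of Fig. 3E, Itga2, Itga4, Msx1 and 3 gene list scores were searched for a replicate far from the other 4 of its line with Dixon's test, in 59 groups of 5 libraries. A replicate past the critical value was found in 5 groups, where chance gives about 2.95, so that some of the 5 are what chance would give.

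WT31 replicate 5 had a total of 25843286 counts, while the other WT31 libraries had between 24748383 and 24846742. No explanation of the total itself was tested. The same library had low counts of mitotic genes, which are described among the other observations.

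In RET replicate 4, St6galnac3 had 2.60 log2 CPM, while the other RET libraries had between 2.97 and 3.11. The replicate had 149 counts where the others predicted 202, which is 3.36 counting standard errors lower. The gene was chosen as the most extreme of many values, and RET libraries in general differed from one another by more than counting error (dispersion index between 6.42 and 26.9), so that this says nothing particular about replicate 4. No biological explanation was tested, since the replicates have no condition of their own.

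HCmel12 replicate 4 stood out in 3 measures. Tyr had 4.91 log2 CPM, compared with 2.68 to 3.20 in the other HCmel12 libraries. The melanocyte differentiation score was 0.37, compared with 0.20 to 0.22, and the score of 34 ATF4 target genes was 0.92, compared with -0.52 to -0.27. In this library 112 of 9331 genes differed more than 2-fold from the mean of the other 4, while the other HCmel12 libraries had between 7 and 29 such genes. RNA of another line in the library was tested with genes at 100 CPM or more in one other line and at most 3 counts in the other HCmel12 libraries. Of these genes, 0% reached 10 counts in replicate 4 for any line, but only D4M offered many of them (28 genes, compared with 4 for WT31, 3 for B16F10 luc2 and 2 for RET). This goes against such RNA as the source of Tyr, of the melanocyte score and of the ATF4 score, with few genes for HIM-melanoma. An ATF4 response in that culture was tested gene by gene, and 32 of the 34 ATF4 target genes were higher in replicate 4 than in each other HCmel12 library, where about 1 in 5 would be higher by chance. This test used genes of the list whose score stood out, so that it shows only that the response is spread over the list. The largest differences were those of Nupr1 (5.18), Trib3 (4.29) and Chac1 (3.08) on the log2 scale, genes chosen after their values were seen. The state of this culture, such as a shortage of amino acids, may therefore have differed from that of the other 4. Of the 24 melanocyte genes, 19 were also higher in replicate 4 than in each other HCmel12 library, and whether this belongs to the same response was not tested.

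Against D4M and HCmel12, 503 genes were uniformly regulated with opposite signs. When the 5 lines were split into 3 and 2 in all 10 ways, 4 of the 10 splits, that of HIM- and LM-melanoma included, gave as many genes with opposite signs. With 10 splits the share cannot fall under 0.1, and the genes cannot be told apart from general differences between the lines. No biological explanation was tested.

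Itga2 differed in direction between the lines of HIM-melanoma. In relation to HCmel12 it was higher in WT31 (log2 fold change 2.04) and lower in B16F10 luc2 (-4.07) and RET (-2.02). The difference itself was tested by comparing WT31 with B16F10 luc2 (6.11, adjusted p = 6.2e-10) and with RET (4.06, adjusted p = 4e-09), with all 5 WT31 libraries higher than all libraries of either line. Only 0.296% of the 31-base sequences of Itga2 occur in other genes, and the direction was the same in all 8 other settings with a value and with each library left out. No biological explanation was tested.

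Sex chromosome genes were not part of the paper's comparisons. Xist, which is transcribed from the inactive X chromosome, had 208 ± 35.7 CPM in HCmel12 and at most 0.0611 CPM in the other lines, although 12.7% of its 31-base sequences occur in other genes, mainly Tsix. Ddx3y, a gene of the Y chromosome, had 67.8 ± 2.85 CPM in WT31 and 59 ± 6 CPM in D4M, and at most 2 counts per library in the other lines. B16F10 luc2 and RET expressed neither. If libraries had been mixed or mislabelled, replicates of a line would differ in which of 5 sex chromosome genes reached 10 counts. This was the case for 4 libraries, each of them only in Kdm5d, whose counts of 11.2 (B16F10 luc2 replicate 1), 11 (RET replicate 1), 8.63 (HCmel12 replicate 2) and 3.3 (HCmel12 replicate 3) were low throughout. Of its 31-base sequences, 6.86% occur in other genes. The pattern may reflect the sex of the animals from which the lines were derived and losses of the Y chromosome, but small admixtures cannot be excluded by this test.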

How the results depend on the processing

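The tests on each reference alone, on a background of all genes, on the scaling of distances and, for the areas of a Venn diagram, with one sign in all 3 comparisons, with a fold limit and with an adjusted p under 0.01 were chosen only after the results were seen. The remaining alternatives, the gene lists and the rule for named genes were set before the data were examined. Results were recomputed under 23 settings and with each of the 25 libraries left out. With libraries left out, 819 values stayed on the same side of their threshold or within their limit, 3 counts of lists moved and 3 lists newly passed. Under the other settings, 421 values stayed the same in this sense, 50 moved, 29 newly passed a threshold, 1 no longer passed and 15 reversed. Where no cause is given, the cause was not tested.

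The numbers of genes in the 6 comparisons, the 2 uniformly regulated sets and the common set changed by more than 1.5-fold only with an absolute log2 fold change of at least 1 and, for the commonly regulated genes, with line means. The fold limit left 5593 genes for WT31 against D4M, 4576 for WT31 against HCmel12, 6069 for B16F10 luc2 against D4M, 4289 for B16F10 luc2 against HCmel12, 5975 for RET against D4M and 4049 for RET against HCmel12, with 3222 genes uniformly regulated in relation to D4M, 1535 in relation to HCmel12 and 630 in common. With the 5 line means as units, 0 genes were significant (1210 with an unadjusted p under 0.05). Genes significant in a single line or a pair of lines varied more. For WT31 only against D4M the number was 2580 without a filter and 686 with at least 10 counts in every library, compared with 1057 as reported, and for WT31 and RET against D4M it was 1843 without a filter, compared with 676. Under the remaining settings the D4M set held between 4499 (at least 10 counts in every library) and 8334 genes (no filter), and the HCmel12 set between 3013 and 4526. Common genes numbered 2034 with library size only, 1954 with DESeq2's size factors, 1972 with edgeR's test and 1963 with DESeq2's test. They numbered 1902 without a filter, 1366 with at least 10 counts in every library and 1868 with 2 lines per fit. The number was 1995 with the replicate block, 1881 with TPM, 1555 with an adjusted p under 0.01 and 2475 whatever the sign. Of the 1972 genes, 97.4% were shared with edgeR's test, 98.3% with the replicate block, 88.3% with library size only, 76.5% with TPM and 67.8% with at least 10 counts in every library. Leaving out single libraries gave between 6575 and 6910 genes in relation to D4M, between 4079 and 4340 in relation to HCmel12, and between 1888 and 2055 common genes, which shared between 93.5% and 97.7% of the 1972. For the comparisons the ranges were 11474 to 11922, 10515 to 10869, 11720 to 12159, 10325 to 10739, 11624 to 12044 and 10009 to 10492, in the order given above. Replicates with the same number in different lines were no more alike than others (mean correlation of deviations -0.00431 and 0.0011), so that the block removes little.

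The balance of higher and lower genes depended on the scaling. The share of common genes that were higher in HIM-melanoma was 50.5% with TMM factors, 62.6% with library size only, 67.5% with TPM and 40.5% with the fold limit. For the D4M set it was 46.1%, 60%, 57.3% and 41.6%, and for the HCmel12 set 46.1%, 48.9%, 55.6% and 36.9%, in the same order. Library size only shifted the median log2 fold change of all genes against D4M by 0.225 (WT31), 0.203 (RET) and 0.154 (B16F10 luc2), TPM shifted that of WT31 by 0.172 against D4M and by 0.106 against HCmel12, and the lack of a filter shifted those against D4M by between -0.214 and -0.13.

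The gene lists changed most. Of the 7 lists, 1 passed in the reported test. With DESeq2's test 3 passed, with odds ratios of 1.54 for angiogenesis and 1.58 for TNF-α signaling. Without a filter 5 passed, with 2.99 for angiogenesis, 2.85 for TNF-α signaling and 3.86 for interferon. The odds ratio of the epithelial mesenchymal transition list was 2.59 in that test, and oxidative phosphorylation (1.08) and hypoxia (1.52) reversed. With at least 10 counts in every library 3 passed, with 1.91 for the epithelial mesenchymal transition and 2.6 for interferon. With TPM 0 passed after adjustment, and 3 had an unadjusted p under 0.05. Cell migration then had an odds ratio of 1.5 (adjusted p = 0.06, with a range from 1e-22 to 1 over its 17 settings), and oxidative phosphorylation reversed to 1.72. With the fold limit 4 passed, with 2.71 for angiogenesis, 2.16 for the epithelial mesenchymal transition and 2.01 for TNF-α signaling.

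The direction mattered. Among genes lower in HIM-melanoma 5 lists passed, with odds ratios of 2.49 for angiogenesis, 1.98 for the epithelial mesenchymal transition, 2.4 for TNF-α signaling and 3.31 for interferon, and hypoxia reversed to 1.36. Among genes higher in HIM-melanoma 0 passed (0 without adjustment), and the odds ratios were 0.373 for angiogenesis, 0.61 for cell migration, 0.671 for the epithelial mesenchymal transition, 0.444 for TNF-α signaling and 0.176 for interferon, while oxidative phosphorylation reversed to 1.37. In cameraPR's test of the mean t-statistic, which asks whether a list moved in one direction rather than whether it holds common genes, all 7 passed, with adjusted p-values of 1.62e-08 (angiogenesis, cell migration and interferon), 3.4e-11 (epithelial mesenchymal transition), 4.7e-07 (oxidative phosphorylation, higher in HIM-melanoma), 4.35e-06 (TNF-α signaling) and 0.00649 (hypoxia). Over all settings the adjusted p-values ranged up to 1 for each list, from 1.5e-12 for angiogenesis, 1.7e-16 for the epithelial mesenchymal transition, 4.7e-07 for oxidative phosphorylation, 3.5e-10 for TNF-α signaling, 0.0065 for hypoxia and 4.9e-10 for interferon.

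The choice of background and of gene set mattered as well. With a background of all genes all 7 passed, with 4.95 for angiogenesis, 4.82 for the epithelial mesenchymal transition, 2.92 for oxidative phosphorylation, 4.76 for TNF-α signaling, 2.64 for hypoxia and 6.51 for interferon. Such a background holds genes too low to be called in any line. The test without a filter also took in many genes with low counts, with 34969 tested but only 1902 in common. With the D4M set in place of the common genes all 7 passed, with 2.91 for angiogenesis, 3.83 for the epithelial mesenchymal transition, 2.72 for oxidative phosphorylation, 1.93 for TNF-α signaling, 1.61 for hypoxia and 4.57 for interferon. With the HCmel12 set 1 passed, and interferon reversed to 0.782.

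With single libraries left out, between 1 and 2 lists passed, and the odds ratios ranged from 1.35 to 1.58 for angiogenesis, 1.75 to 1.93 for cell migration, 1.21 to 1.41 for the epithelial mesenchymal transition, 0.359 to 0.831 for oxidative phosphorylation, 1.34 to 1.57 for TNF-α signaling, 0.647 to 0.912 for hypoxia and 1.35 to 2.04 for interferon. Without a filter, 1 Reactome set passed (Developmental Biology, odds ratio 1.89, adjusted p = 0.029), while the smallest adjusted p under the other alternatives lay between 0.053 and 0.8, and 0 of 682 passed in the reported test and 45 had an unadjusted p under 0.05.

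The genes of Fig. 3E passed in all 6 comparisons under all 8 settings with a value and in each of the 25 fits that left out a library (10 of 10 genes). With at least 10 counts in every library none of them could be tested. The size of the differences varied more between the 8 settings. The weakest log2 fold change was reduced to 2.2 for Kazn, 2.45 for St6galnac3 and -2.43 for Thbs2, while that of Glrb stayed between 5 and 5.38. For Msx1 in D4M it ranged from 4.03 to 8.77. The weakest log2 fold change of Itga4 in WT31 ranged from 1.13 to 1.33, that of Msx1 in D4M from 8.12 to 8.81 and that of Itga2 in WT31 against HCmel12 from 1.87 to 2.18 with libraries left out, and the melanocyte score difference from 1.19 to 1.28. All 10 ranks of the genes of Fig. 3E changed when the smallest of the 6 fold changes was used, 6 of them by more than 1.5-fold. Fitted log2 fold changes against lines without counts depend on the depth and on the small offset that voom adds, and they are not lower bounds.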

Differences from the paper's values

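The sizes of the 3 gene sets given in the paper's text differed by less than 1.5-fold from those found here, with 6699 genes in relation to D4M (the paper's value is 6386), 4241 in relation to HCmel12 (the paper's value is 4249) and 1972 in common (the paper's value is 1995). With the replicate number as a block, an alternative set before the data were examined, the common set held 1995 genes, and 1939 of the 1972 genes were shared with it. With this block the other sets held 6733 and 4255 genes, so that it reached the paper's value for 1 of the 3 sets only.

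The numbers in the remaining areas of the Venn diagrams of Fig. 3A were read by eye and are the paper's. In relation to D4M, genes significant in RET only numbered 509 here and about 150 in Fig. 3A, in WT31 only 1057 and about 240, in B16F10 luc2 only 504 and about 160, in WT31 and RET 676 and about 410, in B16F10 luc2 and RET 1741 and about 900, and in WT31 and B16F10 luc2 743 and about 400. In relation to HCmel12, genes significant in RET only numbered 622 here and about 170 in Fig. 3A, in WT31 only 1431 and about 290, in B16F10 luc2 only 736 and about 220, in WT31 and RET 796 and about 450, in B16F10 luc2 and RET 1757 and about 920, and in WT31 and B16F10 luc2 967 and about 530.

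Of the alternatives set before the data were examined, a count of at least 10 in every library brought the 6 areas shared by a pair of lines within 1.5-fold of the figure, with 487, 1225 and 544 genes in relation to D4M and 593, 1284 and 712 in relation to HCmel12, in the order given above. It did not do so for the 6 areas of single lines, and the other 8 of these alternatives that were applied to the areas did so for none of the 12. An absolute log2 fold change of at least 1, applied to the areas only after seeing the values, brought the same 6 areas within 1.5-fold, with 379, 1348 and 387 genes in relation to D4M and 304, 982 and 391 in relation to HCmel12. An adjusted p under 0.01, also applied after seeing the values, did so for none. A rule chosen after seeing the values, under which a gene had to have one sign in all 3 comparisons whether significant or not, brought 11 of the 12 areas within 1.5-fold. It gave 170, 191, 486, 966 and 525 genes in relation to D4M and 239, 418, 265, 531, 970 and 658 in relation to HCmel12. The exception was WT31 only in relation to D4M, with 379 genes compared with about 240 in Fig. 3A. Combined with other settings, the same rule gave 346 genes for this area with DESeq2's test and 237 with at least 10 counts in every library. Without a filter it gave 1240.

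The paper reports significant regulation of angiogenesis in Fig. 3C and of the epithelial mesenchymal transition, oxidative phosphorylation and TNF-α signaling in Fig. 3D. With the lists used here, which are not the sets of the figure, the adjusted p-values among the commonly regulated genes were 0.14, 0.16, 0.89 and 0.14, while cell migration had an adjusted p of 0.002. Angiogenesis and TNF-α signaling passed with DESeq2's test, without a filter, with an absolute log2 fold change of at least 1, with genes lower in HIM-melanoma only and in cameraPR's test of the mean t-statistic. Angiogenesis also passed without D4M replicate 2. The epithelial mesenchymal transition passed without a filter, with at least 10 counts in every library, with the fold limit, with genes lower in HIM-melanoma only and in cameraPR's test. Oxidative phosphorylation passed in cameraPR's test. Of the alternatives chosen after seeing the values, a background of all genes and the D4M set in place of the common genes gave adjusted p-values under 0.05 for all 4 lists.

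The paper names Kazn, St6galnac3, Glrb, Tyr and Unc5c as the genes most strongly lower in LM-melanoma. By the mean of the 6 log2 fold changes Glrb was at rank 8, and Lmx1b (rank 5) and Mlana (rank 6) preceded it. By the smallest of the 6, Glrb was at rank 12 and Tyr at rank 18, and among the genes higher in LM-melanoma Tenm3 was at rank 82.

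In the paper's Table S5, 10 of the 60 qPCR comparisons of HIM- with LM-melanoma have a p of at least 0.05, namely RET against D4M and HCmel12 for Kazn and for Tyr, and all 3 lines against HCmel12 for Ly6e and for Tenm3. In the RNA-seq counts these comparisons were significant, with log2 fold changes of 7.95 and 7.55 for Kazn, 11.27 and 4.38 for Tyr, between -8.95 and -8.59 for Ly6e and between -11.01 and -3.45 for Tenm3. The paper's p-values are from a one-way ANOVA with a Tukey test of the qPCR values, those of the RNA-seq from limma's moderated test of log2 CPM. The p-values are thus not alike in kind, and whether the choice of test accounts for the 10 comparisons was not examined.

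The paper describes WT31 as the only line with strong Itga4 expression. Here WT31 was highest with 562 CPM, and the other lines had between 92.2 CPM (D4M) and 237 CPM (B16F10 luc2).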

Other observations

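The tests of scaling, of the similarity of B16F10 luc2 and RET, of mitotic genes and of RNA of another line were chosen only after the results were seen. The tests of line splits, references, library splits, gene lists and culture medium were chosen earlier.

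The number of commonly regulated genes was compared with the 10 ways of splitting the 5 lines into 3 and 2. Of the 10 splits, 3 gave as many genes, that of HIM- and LM-melanoma (1972 genes) included. WT31, D4M and HCmel12 against B16F10 luc2 and RET gave 2964 genes, and B16F10 luc2, RET and HCmel12 against WT31 and D4M gave 2454. The other 7 splits gave between 589 and 1461 genes. With 10 splits the share cannot fall under 0.1. Of the 20 choices of a reference and 3 other lines, 2 gave as many uniformly regulated genes as the D4M set, with 7003 genes for B16F10 luc2, RET and HCmel12 against D4M, and 11 gave as many as the HCmel12 set. These choices share lines, so that they are not independent. The sets in relation to D4M and HCmel12 overlapped 1.33 times as much as independent sets of their sizes. Both sets share the 3 lines of HIM-melanoma, which by itself favors an overlap, and the excess can therefore not be told apart from this dependence. As 2 groupings that do not follow metastatic efficiency gave more genes and 7 gave fewer, a relation of the number to metastatic efficiency cannot be separated from other differences between 5 lines.

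For each of the 6 comparisons of lines, other splits of the 10 libraries were fitted with the 2 lines alone. Of the 16 splits that part all same-numbered pairs, 1 gave as many significant genes in each comparison, namely that of the lines, with between 10060 and 11991 genes for RET against HCmel12 and B16F10 luc2 against D4M, and the other 15 gave 0 in all 6 comparisons. Of the 126 distinct splits, 34 others that keep some pairs together were drawn and gave at most 1 gene. With 16 splits the share cannot fall under 0.05. Each other split placed libraries of both lines in both groups, so that the difference between the lines added to the spread within groups. Low counts for these splits could therefore be foreseen, and they do not bear on the number of genes that differ between the lines.

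For the cell migration list, 2 of the 10 line splits gave as large an odds ratio, with 1.83 for WT31, RET and HCmel12 against B16F10 luc2 and D4M. For the angiogenesis list 6 of the 10 splits did so, with up to 2.75 for the same split. The angiogenesis list may therefore mark differences between lines in general, rather than those between HIM- and LM-melanoma. When only genes lower in the 3 lines of a split were counted, a comparison made after the results were seen, cell migration had its largest odds ratio for HIM- and LM-melanoma (3.05, followed by 2.7 and 2.42 for other splits), so that for this list the answer depended on the direction. For angiogenesis this odds ratio was 2.49, and 2 other splits gave more (4.02 and 2.54). Among random lists matched on mean expression, 7.28% held as many commonly regulated genes as the angiogenesis list, and among lists matched on transcript length 6.82%, close to the unmatched test (Fisher's exact p = 0.063). The matched lists held on average 25.7 and 25.3 commonly regulated genes, compared with 33 in the angiogenesis list, so that neither property accounts for the excess, which is itself within what chance gives. For cell migration the shares were 0.06% and 0.02%, which goes against expression level and transcript length as the explanation.

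Culture medium was confounded with line for D4M and HCmel12. If it had shaped the profiles, cholesterol synthesis genes would be highest in D4M, which had less serum, and ATF4 target genes lowest in HCmel12, which had added amino acids and pyruvate. Of these 2 lists 0 moved that way. The cholesterol synthesis score was highest in WT31 (1.01) and was -0.21 in D4M, and the ATF4 target score was lowest in WT31 (-0.52) and was -0.17 in HCmel12, or -0.44 without replicate 4. For cholesterol synthesis, D4M was below HCmel12 (0.69) but above B16F10 luc2 (-0.62) and RET (-0.87). For ATF4 targets, HCmel12 was below B16F10 luc2 (0.22), RET (0.4) and D4M (0.07). Both lists thus went in the predicted direction against B16F10 luc2 and RET, so that the test cannot exclude an effect of the media on them. Other effects of the media were not tested and remain possible.

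More genes were uniformly regulated in relation to D4M than to HCmel12, with a ratio of 1.58. The ratio was 1.59 with DESeq2's size factors and 1.66 with library size only, which goes against the normalization as the cause. D4M also had the most genes that were expressed in no other line (270) and the most that it alone lacked (71).

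B16F10 luc2 and RET were the most similar lines (distance 111.9). A mislabelled library was tested by its most correlated library, and for 0 of the 10 libraries of these lines this belonged to the other line. Silent in both and expressed in the other 3 lines were 40 genes, and the next pair, WT31 and HCmel12, had 12 such genes. A shared origin of the cells could leave such a pattern, but lines that are similar for another reason would show it too, and the sequence reads that could decide were not analysed here.

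Some genes of Table 1 were examined as a check of the labels. Hgf was highest in HCmel12 (94.8 CPM). Cdkn2a had 203 CPM in HCmel12, 2.83 CPM in WT31 and at most 3 counts per library in the other lines. Nras had between 96.2 CPM (RET) and 167 CPM (WT31). Ret had at most 3 counts in any library, and whether the RET transgene is part of the annotation was not tested.

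In WT31 replicate 5, 134 of 9461 genes differed more than 2-fold from the mean of the other 4 WT31 libraries, 116 of them lower, and apart from HCmel12 replicate 4 (112) no other library had more than 45. Lists of cell cycle genes were then compiled. Of 54 genes of the G2 and M phase, 53 were lower in replicate 5 than in each other WT31 library, with a median log2 difference of -1.09. Examples chosen after their values were seen are Cenpa (-1.56), Ccnb2 (-1.54) and Cdc20 (-1.48). If fewer cells had been dividing, S phase genes would be lower too, and 34 of 43 were, with a median of -0.31, where about 1 in 5 would be by chance. Fewer dividing cells in that culture may explain the pattern. Other explanations, such as a longer culture or a selective loss of mitotic cells before extraction, were not tested.

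In D4M replicate 1, melanocyte genes were detected that the other D4M libraries lacked or nearly lacked, such as Tyrp1 with 588 counts, compared with between 0 and 67. RNA of another line was tested with 53 genes that at least 3 of the other D4M libraries had at 3 counts or fewer and that another line had at 100 CPM or more. At a share of 0.28% of RET, 50 of the 53 genes were within the 95% limits of a Poisson count, compared with 33 for B16F10 luc2, 28 for HCmel12 and 19 for WT31. Of the 21 genes with at least 10 counts, 15 were outside the melanocyte list, which goes against melanocyte genes alone having been switched on in that culture. A small amount of RNA or reads of RET in this library may explain the pattern. The step at which it would have entered, such as cell culture, RNA handling or the assignment of reads to libraries, cannot be told from the counts. In WT31 replicate 4, 44 of 48 such genes fitted a share of 0.28% of B16F10 luc2, compared with 39 for RET and D4M and 38 for HCmel12, but only 4 genes reached 10 counts, so that this hypothesis rests on few genes. D4M replicate 5 fitted best at 0.033% of HCmel12 (47 of 50 genes, compared with 45 at 0.027% of RET). RET replicate 5 fitted best at 0.023% of D4M, with 65 of 67 genes, compared with between 49 and 52 for the other lines. Only 3 of its genes reached 10 counts. The best fits of the remaining libraries gave at most 0.061%. Without D4M replicate 1, 1936 genes were commonly regulated, 1916 of them among the 1972, and the log2 fold change of Tyr in WT31 against D4M was 16.24 in place of 15.46.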
